# Increased Mobile Zinc Regulates Retinal Ganglion Cell Survival via Activating Mitochondrial OMA1 and Integrated Stress Response

**DOI:** 10.3390/antiox11102001

**Published:** 2022-10-10

**Authors:** Jiahui Tang, Zhe Liu, Jiaxu Han, Jingfei Xue, Liyan Liu, Jicheng Lin, Caiqing Wu, Qi Zhang, Siting Wu, Canying Liu, Haishun Huang, Yuanyuan Fu, Min Li, Yehong Zhuo, Yiqing Li

**Keywords:** optic nerve injury, retinal ganglion cells, zinc, mitochondria, ISR

## Abstract

Retinal ganglion cells (RGCs), the projection neurons of the eye, are irreversibly lost once the optic nerve is injured, which is a critical mechanism of glaucoma. Mobile zinc (Zn^2+^) levels rapidly increase in retinal interneuron amacrine cells and Zn^2+^ is then transferred to RGCs via the Zn^2+^ transporter protein ZnT-3, triggering RGC loss in optic nerve injury. Zn^2+^ chelation and ZnT-3 deletion promote long-term RGC survival. However, the downstream signaling pathways of Zn^2+^ in RGCs remains unknown. Here, we show that increased levels of Zn^2+^ upregulate the expression and activity of mitochondrial zinc metallopeptidase OMA1 in the retina, leading to the cleavage of DELE1 and activation of cytosolic eIF2α kinase PKR, triggering the integrated stress response (ISR) in RGCs. Our study identified OMA1 and ISR as the downstream molecular mechanisms of retinal Zn^2+^ and potential targets for preventing the progression of Zn^2+^-associated neuronal damage.

## 1. Introduction

Irreversible optic nerve injury in glaucoma progression presents an urgent clinical challenge [1]. A hallmark of glaucoma is progressive damage to the retinal ganglion cells (RGCs). Promoting RGC survival is a potential prerequisite for retina–brain connection regeneration and visual function recovery [2]. However, the mechanisms underlying the degeneration of RGCs in glaucomatous nerve injury remain unclear. Our previous studies have indicated that zinc dysregulation between retinal interneurons and projection neurons is a critical factor in RGC injury [3]. Mechanistically, mobile zinc (Zn^2+^) release from presynaptic interneuron amacrine cells (ACs) is increased within an hour after the optic nerve is injured, which is then transferred to postsynaptic projection neuron RGCs via synaptic vesicles, resulting in RGC injury (Figure 1A). The production of nitric oxide after optic nerve injury might act upstream of zinc liberation [4]. Elimination of Zn^2+^ by chelators or genetic modifications leads to both persistent RGC survival and substantial axon regeneration [3,5,6]. However, the downstream mechanisms of Zn^2+^ in postsynaptic RGC somatic injury have not been elucidated.

Mitochondria are involved in various biological processes, such as energy metabolism, signaling, reactive oxygen species (ROS) production, Ca^2+^ regulation, anti-pathogenic mechanisms, and programmed cell death (e.g., apoptosis and ferroptosis) [7,8,9,10]. Recent evidence has suggested mitochondrial vulnerability, such as NAD^+^ decline, mitochondrial fission increase, and mitochondrial unfolded protein response, as an emerging hypothesis for the pathogenesis of RGC injury [11,12]. Some mitochondria-targeted treatments (e.g., vitamin B3) have been shown to offer RGC protection in animal models and clinical trials [12,13]. Zn^2+^ participates in various mitochondrial biochemical reactions [14]. Under various stimuli, cytosolic zinc metalloproteins liberate zinc and increase the intracellular Zn^2+^ level. The cellular Zn^2+^ could: (1) form a cytosolic labile zinc pool and mediate ROS generation; (2) move into the mitochondria and other subcellular compartments (e.g., endoplasmic reticulum); and (3) be transported to the postsynaptic neurons by synaptic vesicles [11]. Notably, Zn^2+^ overload of mitochondria leads to mitochondrial depolarization, excessive fission, and increased permeability, resulting in neuronal death [15,16,17,18]. Thus, the relative stability of Zn^2+^ concentrations in the transsynaptic microenvironment is critical for neuronal mitochondrial homeostasis. However, the mechanisms by which Zn^2+^ mediates mitochondrial abnormalities remain unclear.

Overlapping with the m-AAA protease 1 homolog (OMA1) is a zinc metalloprotease located in the mitochondrial inner membrane (Figure 1B) [19,20]. Under various stress stimuli, OMA1 is activated to mediate the proteolytic processing of optic nerve atrophy protein (OPA1) at the S1 site, a protein that regulates the formation and maintenance of crista, mitochondrial fusion, and ATP production [21,22]. OMA1 activation and OPA1 overprocessing can inhibit mitochondrial fusion, promote cytochrome c release, and facilitate apoptosis [23,24,25]. Interestingly, OMA1 silencing has been reported to confer marked protection against a broad spectrum of experimental tissue damage, including to the brain and the cardiac muscle [26,27]. In addition to its canonical roles, activated OMA1 cooperates with death-associated protein 3 (DAP3) binding cell death enhancer 1 (DELE1) to relay mitochondrial malfunction to the cytosol and trigger the integrated stress response (ISR) [28,29]. DAP3, a subunit of mitoribosome, is involved in mitochondrial homeostasis and protein synthesis [30]. It also functions as a positive mediator of apoptosis [31]. DELE1 binds to DAP3 in mammalian cells. The cells stably expressing DELE are susceptible to apoptosis [32]. Additionally, DELE1 responds to compromised presequence processing by the mutated matrix proteases in neurodegenerative diseases [33]. ISR is an evolutionarily conserved stress-signaling network that regulates the initiation of cellular translation and reprograms gene expression according to organismal needs, by inducing phosphorylation of the eukaryotic translation initiation factor 2 α (eIF2α) in mammalian cells [34]. Chronic activation of ISR initiates a cell death program via increased production of proapoptotic components and has been associated with several neurological disorders [35,36,37]. Therefore, it is essential to elucidate the role of OMA1 and the mechanisms underlying its activation. However, unlike traditional ATP-dependent mitochondrial proteases (e.g., m-AAA), the activity of OMA1 is not affected by ATP absence, and its upstream regulatory mechanisms are not well understood.

Here, we report that the transsynaptic process (AC-to-RGC) of Zn^2+^ after optic nerve injury activates retinal OMA1 and leads to the cleavage of DELE1, which, together with eIF2α kinase 2 protein kinase R (PKR), stimulates phosphorylation of eIF2α and reprogramming of ISR-related gene expression. The elimination of Zn^2+^ suppressed OMA1, inhibited ISR in RGCs, and promoted RGC survival. Therefore, the Zn^2+^–OMA1–ISR axis represents a potential downstream mitochondrial pathway of increased Zn^2+^ in RGCs and the upstream regulatory mechanism for the activation of OMA1. These findings could assist in the development of future strategies for modulating the cellular response to Zn^2+^-induced mitochondrial dysfunction in human diseases.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J mice, ZnT-3 conditional knockout mice (Gempharmatech Co., Ltd., Nanjing, China), and littermate controls were used in this study. Mice were housed in standard cages in a specific pathogen-free facility on a 12 h light/dark cycle with ad libitum access to food and water. Mice were randomly allocated for each experiment. Regarding the sex factor, which is generally irrelevant to eye morphology [38], both male and female mice were randomly used. Optic nerve surgeries were performed on 6 to 8 weeks old mice (average body weight, 20–26 g) under general anesthesia, as previously described [39]. Immediately after optic nerve crush (ONC), single- or combined-use of TPEN (100 μM; 616394, Millipore, Burlington, MA, USA), C16 (4, 20, 100 μM; I9785, Sigma-Aldrich, St. Louis, MO, USA), ISRIB (10, 100, 1000 μM; SML0843, Sigma-Aldrich), or vehicle was administered by intraocular injection (3 μL per eye).

### 2.2. Standard Histological Procedures

Following perfusion and fixation of the heart, tissues to be used for immunostaining underwent brief postfixation (1 h at 4 °C) and dehydration with sucrose, before frozen sectioning at a thickness of 14 μm. After blocking with normal donkey serum (ASL050, Acmec biochemical, Shanghai, China), sections were incubated overnight at 4 °C with primary antibodies. Sections were washed 3 times, incubated with the appropriate fluorescent secondary antibodies (1:500; Abcam (Cambridge, UK) and Thermo Fisher Scientific (Waltham, MA, USA)) for 2 h at 25 °C, washed thrice, stained with 4′, 6-diamidino-2-phenylindole (DAPI, C02-04002, Bioss, Woburn, MA, USA), and mounted with antifading mounting medium (S2100, Solarbio, Beijing, China) and microscope cover glass (10212450C, CITOTEST, Rubano, Italy). Images were taken using a Zeiss LSM980 confocal microscope and a Nikon Eclipse Ni-U microscope.

### 2.3. Immunofluorescence Assay

Briefly, frozen-sectioned were incubated with primary antibodies at 4 °C overnight after blocking with appropriate sera for 1 h at RT. After washing three times, sections were incubated with the appropriate fluorescent secondary antibody and DAPI and then mounted. Primary antibodies that were used included: rabbit anti-OMA1 monoclonal (PA5-106421, 1:50; Thermo Fisher Scientific), mouse anti-βIII tubulin monoclonal (801202, 1:500, BioLegend, San Diego, CA, USA), mouse anti-AP2α monoclonal (3B5, 1:50; Developmental Studies Hybridoma Bank, Iowa City, IA, USA), rabbit anti-p-eIF2α monoclonal (D9G8, 1:50, Cell Signaling, Danvers, MA, USA), rabbit anti-ATF4 (monoclonal, D4B8, 1:50, Cell Signaling; polyclonal, 10835-1-AP, 1:50, Proteintech, Rosemont, IL, USA), mouse anti-ATF4 monoclonal (SC-390063, 1:50, Santa Cruz Biotechnology, Dallas, TX, USA), guinea pig anti-parvalbumin polyclonal (195004, 1:500, Synaptic System, Göttingen, Germany), mouse anti-CRALBP monoclonal (ab15051, 1:500, Abcam), mouse anti-PKCα monoclonal (SC-80, 1:200, Santa Cruz Biotechnology), and rabbit anti-TOMM20 polyclonal (11802-1-AP, 1:50, Proteintech). Fluorescence signals were quantified using ImageJ.

### 2.4. Quantitation of RGC Survival

Mice were administered an overdose of anesthesia 14 d after ONC. Perfusion and fixation were performed using isotonic saline and 4% (*w*/*v*) paraformaldehyde (PFA). Whole eyes were dissected and postfixed in 4% PFA for 1 h. RGC survival was evaluated by immunostaining using an antibody against βIII-tubulin followed by incubation with an Alexa Fluor 488-conjugated secondary antibody to rabbit IgG. Retinas were dissected and stained as whole-mounts after making 4 cuts to enable tissue to be flattened for photography. The ImageJ software was used to count βIII tubulin-positive cells using 4 images per retina (200×, Eclipse Ni-U microscope, Nikon, Tokyo, Japan), which were then averaged to estimate overall RGC survival.

### 2.5. Western Blot Analysis

Briefly, total retinal protein was extracted for Western blot assays. The PVDF membranes (IPVH00010, Merck Millipore) were blocked with 5% (*w/v*) skim milk (232100, BD Bioscience, San Jose, CA, USA) in 0.1% Tween 20/PBS and incubated at 4 °C overnight in primary antibodies, which were diluted in blocking solution. Primary antibodies consisted of: mouse anti-OMA1 monoclonal (SC-515788, 1:200, Santa Cruz Biotechnology), rabbit anti-DELE1 polyclonal (21904-1-AP, 1:500, Proteintech), rabbit anti-PKR monoclonal (ab184257, 1:1000, Abcam), rabbit anti-ATF4 polyclonal (10835-1-AP, 1:1000, Proteintech), rabbit anti-DRP1 monoclonal (ab184247, 1:1000, Abcam), mouse or rabbit anti-OPA1 (612606, 1:1000, BD Bioscience; ab157457, 1:1000, Abcam), and rabbit anti-YME1L1 polyclonal (11510-1-AP, 1:1000, Proteintech). The following secondary antibodies were used: anti-mouse IgG, HRP-linked antibody (7076S, 1:5000; Cell Signaling) or anti-rabbit IgG, HRP-linked antibody (7074S, 1:5000; Cell Signaling). Relative changes in protein expression were calculated in relation to nonischemic retinas and expressed as the fold change.

### 2.6. OMA1 Activity Assay

The OMA1 activity assay used 8 peptides from the S1 cleavage sequence of OPA1 [40]. These 8 peptides contained a fluorescent MCA portion at the N-terminus and a DNP quencher portion at the C-terminus (custom synthesized by GeneScript, Nanjing, China). The following were rapidly added to a black opaque 96-well plate: (1) OMA1 activity assay buffer (50 mM Tris/HCl, pH 7.5, 40 mM KCl), (2) 5 μg protein sample, (3) ±200 μM zinc chelating agent N, N, N′, N′-tetra(2-pyridylmethyl)ethylenediamine (TPEN), and (4) OPA1 fluorescent reporter substrate (5 μM final concentration), at a final reaction volume of 100 μL per well. A multifunctional microplate reader (Biotek Synergy H1) was used to record the relative fluorescence (RFU) for 2 h (excitation/emission of 320/405 nm) every 5 min at 37 °C.

### 2.7. Transmission Electron Microscope

Retina samples were collected and fixed in 2.5% glutaraldehyde (G5882, Sigma-Aldrich) and 4% formaldehyde (P804536, Macklin) in 0.1 M HEPES buffer for 4 to 5 h. After washing in 0.1 M phosphate buffer three times, tissues were fixed with 1% osmic acid at 4 °C for 2 h. Tissues were washed in 0.1 M phosphate buffer three times, dehydrated using a graded alcohol series, and embedded in epoxy resin. Samples were examined under a Tecnai G2 Spirit electron microscope (FEI).

### 2.8. Flow-Cytometry Sorting of RGCs

RGC sorting was performed as previously described [41]. The retinal tissue was dissected 3 d after injury using sterile instruments. The enzymatically digested tissue was prepared into a cell suspension, before a fluorescently labeled antibody mixture was added, and a flow sorter was used to screen out CD90.2^+^CD48^neg^CD15^neg^CD57^neg^ cells. Sorted cells were subjected to immunofluorescence detection of RGC marker RBPMS (GTX118619, GeneTex, Irvine, CA, USA) for cellular immunophenotyping.

### 2.9. RNA-Seq Analysis

After RGCs were sorted by flow cytometry, total RNA was extracted from samples using TRIzol (Invitrogen) according to the method described by Chomczynski et al. [42]. DNA digestion was carried out after RNA extraction using DNaseI. RNA quality was determined by examining A260/A280 with a Nanodrop^TM^ One C spectrophotometer (Thermo Fisher Scientific Inc.). RNA integrity was confirmed by 1.5% agarose gel electrophoresis. Qualifying RNAs were quantified using a Qubit3.0 with a Qubit^TM^ RNA Broad Range Assay kit (Life Technologies, Carlsbad, CA, USA). Total RNA (2 μg) was used for stranded RNA sequencing library preparation using a KC-Digital^TM^ Stranded mRNA Library Prep Kit for Illumina^®^ (Catalog No. DR08502, Seqhealth Technology Co., Ltd. Wuhan, China) according to the manufacturer’s instructions. The kit eliminates duplication bias during the PCR and sequencing steps by employing unique molecular identifiers (UMIs) containing eight random bases to label the pre-amplified cDNA molecules. Library products containing 200–500 bps were enriched, quantified, and finally sequenced on an Illumina Novaseq 6000 platform. Sequence reads were mapped to the mouse genome assembly (GRCm38/mm10) using STAR v2.5.3a and differentially expressed genes (DEGs) were identified using edgeR package v3.12.1 The FDR cutoff was set at 0.05, and the minimum fold change was 1.5. We then generated a heatmap of differentially expressed genes using TBtools.

### 2.10. Statistical Analysis

All tissue processing, quantification, and data analysis were performed blindly throughout the study. Biological replicates (n) were based on accepted standards in the literature and prior experience from our laboratory. Parametric tests (ANOVA with Bonferroni post hoc test or unpaired two-tailed Student’s *t*-test) were used to determine the normality of data distribution (GraphPad Prism). Data are presented as the mean ± SEM. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. OMA1 Is Upregulated in the Inner Retina after Optic Nerve Injury

It is known that both Zn^2+^ and mitochondrial dysfunction contribute to progressive RGC loss following optic nerve injury [11]. The mitochondrial zinc metalloprotease OMA1 senses mitochondrial stress and regulates mitochondrial homeostasis [43]. Based on this, we investigated the relationship between OMA1 expression and optic nerve injury. Most of our studies have used the mouse optic nerve crush (ONC) model, which mainly causes changes in the inner retina as an experimental retina injury model [44]. Along with the experimental models, normal intact retinas with staining control were used throughout the study as a reference. First, we evaluated the expression levels of OMA1. We detected only modest levels of OMA1 in normal inner retinas. However, 1 d after ONC, we observed that the levels of OMA1 were markedly elevated in the inner nuclear layer (INL), inner plexiform layer (IPL), and ganglion cell layer (GCL), and continued to rise until day 3 (1.46 ± 0.06-fold above baseline in INL; 1.35 ± 0.10-fold above baseline in IPL; 2.20 ± 0.09-fold above baseline in βIII tubulin-positive RGC) (Figure 1C–F).

We also observed that OMA1 immunostaining was particularly prominent in the innermost INL and IPL on day 1 and was most pronounced in βIII tubulin-positive RGCs on day 3. Conversely, OMA1 staining in the INL and IPL declined to near and even below baseline levels 3–5 d after ONC, with RGCs within the GCL still retaining relatively strong staining on day 5 (1.73 ± 0.05-fold above baseline) (Figure 1C–F). The innermost INL is mainly composed of ACs, while the IPL primarily consists of axons of retinal interneurons and dendrites of RGCs. We detected an elevation in the levels of OMA1 first in the INL and IPL, and then in the GCL. This phenomenon is consistent with Zn^2+^ transfer from ACs to RGCs after ONC [3].

### 3.2. Retinal Cellular Localization of OMA1

The OMA1 trends in the inner retina parallel the transsynaptic process of Zn^2+^ in ACs and RGCs, raising the question of cell-type specificity. We analyzed the colocalization and cell-type specificity of OMA1 in the inner retina. Double-immunostaining revealed weak overlap in normal retinas, and substantial overlap on days 3 and 5 between OMA1 and the RGC marker βIII tubulin (Figure 2A,C,D) in ONC models. We used the pan-amacrine cell marker AP2α to visualize the nuclei of ACs in the INL. Cells with AP2α-positive nuclear and OMA1-positive cytoplasmic staining were defined as OMA1^+^ ACs. We found that the percentage of OMA1^+^ ACs was increased from 20.60 ± 1.01% in normal retinas to 53.19 ± 3.82% on day 3 in ONC retinas, before decreasing to 14.40 ± 1.59% on day 5 (Figure 2B,E). The data confirmed that levels of OMA1 in ACs decreased remarkably following the peak on day 3. However, OMA1 expression levels in RGCs remained relatively high.

In addition, we detected that OMA1 showed a strong overlap with the calcium-binding protein parvalbumin, a marker for AII amacrine cells, which are a unique subtype of ACs (Figure 3A). However, we noticed that OMA1 rarely overlapped with the Müller cell marker cellular retinaldehyde-binding protein (CRALBP) or bipolar cell synapse marker protein kinase C-α (PKCα) (Figure 3A–C). The findings indicate that OMA1 was primarily distributed in ACs and RGCs, but not in other retinal interneurons and glial cells, suggesting the critical role of OMA1 in the AC-RGC regulatory network.

Our results showed that OMA1 was first upregulated mainly in the soma and processes of ACs, and subsequently appeared and maintained within RGCs, following the pattern of Zn^2+^ transfer [3]. Given the cell-type specific evidence for the similarity in regulation patterns (including chronological specificity) between Zn^2+^ and OMA1, we speculated that OMA1 upregulation is mediated by the AC-to-RGC transfer of Zn^2+^ following optic nerve injury.

### 3.3. Zn^2+^ Mediates OMA1 Upregulation and Mitochondrial Damage

To further investigate whether the level of OMA1 was regulated by Zn^2+^ and evaluate the effects of pharmacologically suppressing Zn^2+^ on retinal mitochondria, we examined whether Zn^2+^ chelators can downregulate OMA1 and affect mitochondrial structure when administered after ONC. To this end, we performed an intraocular injection of the high-affinity, membrane-permeable Zn^2+^ chelator TPEN (N,N,N′,N′-tetrakis (2-pyridylmethyl) ethylenediamine) immediately after ONC and analyzed the level of OMA1 compared with that in controls receiving vehicle injections (Figure 4A,B). TPEN decreased expression levels of OMA1 to near or below baseline levels on days 1, 3, and 5 (Figure 4C–F). We further observed that the TPEN-induced downregulation of OMA1 was similar in the INL and IPL, and was more significant in βIII tubulin-positive RGCs within the GCL (OMA1 decreased from 2.20 ± 0.09-fold above baseline to 1.02 ± 0.07-fold by day 3), which was consistent with the permeability and Zn^2+^ elimination effect of TPEN in the retina (Figure 4C–F). Moreover, after TPEN injection, OMA1 staining still showed a peak on day 3 and relatively lower levels on days 1 and 5, which indicated that the TPEN-induced downregulation of OMA1 was mediated by chelating Zn^2+^.

Studies have shown that the Zn^2+^ overload of mitochondria leads to mitochondrial structural damage [16,23]. To determine the relationship between Zn^2+^ and RGC mitochondrial damage during optic nerve injury, we examined RGC mitochondria using transmission electron microscopy (TEM). We applied a mitochondrial health scoring system based primarily on cristae appearance, then selected and scored four representative mitochondria (Figure 4G). A higher score indicated a more preserved mitochondrial structure. Accordingly, 7 d after ONC, representative TEM images showed severe swelling, reduced matrix density, cristae rupture, and the disappearance of inner and outer membrane integrity of RGC mitochondria (Figure 4H). However, we noticed that the TPEN-treated group had higher mitochondrial health scores compared with the vehicle-treated controls (Figure 4H,I). In addition, using immunostaining of TOMM20 and mitochondrial network analysis, we found the ratio of network/individual (networks = healthy, individuals = unhealthy) decreased after ONC, and could be restored by TPEN-treatment (Figure S1A,B). These findings indicated that Zn^2+^ chelation alleviated ONC-induced mitochondrial disruption.

Overall, after optic nerve injury, Zn^2+^ upregulates OMA1 in the inner retina and mediates RGC mitochondrial damage. Early chelation of Zn^2+^ inhibits OMA1 and protects RGC mitochondria, suggesting that this is the long-term mechanism of RGC protection by TPEN.

### 3.4. Blocking the Transsynaptic Process of Zn^2+^ Decreases OMA1 and Alleviates Mitochondrial Structural Damage

Our previous studies demonstrated that the Zn^2+^ transporter ZnT-3 (encoded by Slc30a3) loads Zn^2+^ into the synaptic vesicles of ACs, resulting in Zn^2+^ accumulation in GCL cells [3]. Here, we mated Slc30a3^fl/fl^ mice with mice expressing Cre recombinase under the control of the Vgat promoter (specifically active in retinal ACs) [45]. The homozygote offspring (ZnT-3^−/−^) that lack ZnT-3 in ACs blocked AC-to-RGC transfer of Zn^2+^, partially eliminating its accumulation in RGCs (Figure 5A).

Immunostaining revealed that deletion of ZnT-3 in ACs did not affect the expression of OMA1 in mice without ONC, but markedly suppressed OMA1 in INL, IPL, and GCL on days 1 and 3 after ONC. However, we observed that 5 d after ONC, the level of OMA1 in the retina of ZnT-3^−/−^ mice was not significantly different compared with that in wild-type INL and IPL, but sustained the suppressive effect in GCL (decreased from 1.50 ± 0.09-fold above baseline to 1.16 ± 0.04-fold, two-way ANOVA, Bonferroni-corrected *p* = 0.0058) (Figure 5B–E). In addition, unlike after TPEN injection, the level of expression of OMA1 in ZnT-3^−/−^ mice did not peak on day 3, but instead showed a persistent increase over 0–5 d after ONC. These findings suggested that partially eliminating Zn^2+^ accumulation in RGCs by blocking the synaptic transfer of Zn^2+^ decreased the early expression of OMA1. However, in later stages of optic nerve injury, Zn^2+^ accumulation in interneurons sustained upregulation of OMA1 in INL and IPL, but left the postsynaptic RGC unaffected. Consistently, we noticed that a week after ONC, the mitochondrial health scores of RGCs in ZnT-3^−/−^ mice were somewhat higher than those of their ZnT-3^+/+^ littermates (Figure 5F,G).

Thus, the early inhibition of Zn^2+^ by Zn^2+^ chelation and transfer blockage downregulate OMA1 in the inner retina and protect RGC mitochondria, suggesting that overexpression of OMA1 and mitochondrial damage are mediated by Zn^2+^.

### 3.5. Zn^2+^ Increases OMA1 Activity

As immunostaining only reflects the level of expression but not the proteolytic activity of OMA1, we sought to determine whether OMA1 direct activity was changed under injury conditions. The canonical biological function of OMA1 is to cleave OPA1 at the S1 site [46]. According to the first direct activity assay for OMA1 reported by Tobacyk et al. [40], we synthesized an eight-amino acid peptide based on the OPA1 S1 cleavage site sequence (MCA-AFRATDHG-(lys)DNP) containing a 7-methoxycoumarin-4-ylacetyl (MCA) fluorophore moiety on the N-terminus and a 2,4-dinitrophenyl (DNP) quencher moiety on the C-terminus. This MCA moiety on the fluorogenic reporter substrate has very low intrinsic fluorescence due to the proximity of the DNP quencher group. Once OMA1 cleaves the S1 site, which is between the 194 arginine (R) and 195 alanine (A) residues, the DNP quencher is removed, allowing MCA fluorescence to reflect the OMA1 activity (Figure 6A).

We detected that the retinal OMA1 activity started to increase at 6–12 h after ONC and continued to rise over the next 12 h. Subsequently, over 1–5 d, the proteolytic activity of OMA1 partially declined but remained relatively increased compared with that in normal retina. We further observed that administration of the Zn^2+^ chelator TPEN immediately after ONC exerted an inhibitory effect at 12 h and significantly inhibited the activity of OMA1 on days 1 and 3 (Figure 6B), consistent with the Zn^2+^ elimination effect [3]. We examined the effect of inorganic Zn^2+^ on the activation of OMA1 by injecting 1 mM ZnCl_2_ intraocularly. We found that inorganic Zn^2+^ failed to increase the activity of OMA1 (Figure S1C), in line with previous results that ZnCl_2_ did not impair RGC survival or increase Zn^2+^ signaling in the retina [3]. This probably results from inorganic Zn^2+^ being unable to penetrate the internal limiting membrane of the retina.

Before the direct activity assay for OMA1 was reported, the gold standard for qualitatively assessing OMA1 activity was Western blot analysis of the OPA1 cleavage (long to short form) [47,48]. We thus detected endogenous retinal expression of OPA1 using Western blotting. We found that on day 1 after ONC, the ratio of soluble short-form (S-) OPA1 to membrane-anchored long-form (L-) OPA1 was increased and TPEN injection inhibited this process (Figure S1D,E). Thus, the findings indicate that ONC-induced Zn^2+^ accumulation stimulated the protease activity of retinal OMA1, which could be measured using an S1 cleavage site-based fluorogenic reporter system.

In addition, we noticed that neither ONC nor TPEN affected the level of expression of another zinc metalloproteinase, YME1L, which is an ATP-dependent i-AAA protease, nor did they affect the expression of retinal mitochondrial fission factor dynamin-related protein 1 (DRP1) (Figure S1D,F,G). These findings indicated that after ONC, Zn^2+^ mediated RGC mitochondrial damage by activating OMA1 but not YME1L1, and by decreasing fusion factor OPA1, but not DRP1.

After translation and transfer to mitochondria, OMA1 is cleaved at its N-terminus by mitochondrial processing peptidases (MPP) to remove the mitochondrial targeting sequence (MTS) to enter mitochondria [49]. Upon mitochondrial stress stimuli, self-cleavage at its C-terminus activates the proteolytic function of OMA1 [50]. After self-cleavage, S-OMA1 retains its active and zinc-binding sites, consistent with the Zn^2+^-dependent character of OMA1 (Figure 6C). The dynamic process of OMA1 turnover partially reflects its activity. Our Western blot assay revealed the presence of MTS-OMA1 (~60 kDa), OMA1 (~37 kDa), S-OMA1 (~25 kDa), and an undefined form (~30 kDa). We found that ONC increased the ratio of S-OMA1/OMA1 on day 3, indicating an increase in self-cleavage and activation of OMA1 (Figure 6D). However, neither TPEN injection nor ZnT-3 deletion affected this turnover process (Figure 6D,E,H,J).

Combining our data on the direct activity and turnover of OMA1, we speculated that TPEN directly chelated Zn^2+^ to inhibit the activity of OMA1 without affecting its turnover.

### 3.6. Zn^2+^ Increases Cleavage of DELE1

Under mitochondrial stress, OMA1 cleaves long-form (L-) DELE1 to short-form (S-) DELE1. The OMA1-DELE1 signal links mitochondrial stress to cytoplasmic ISR, which is conserved across different cell types, including neurons [28,29,51]. Therefore, we performed retinal DELE1 analysis using Western blotting. Our quantitative results showed that the ratio of S-DELE1/L-DELE1 was markedly increased 3 d after ONC. Interestingly, TPEN injection decreased the S-DELE1/L-DELE1 ratio to baseline levels (Figure 6F,G). Consistently, we found that ZnT-3 deletion partially recovered DELE1 cleavage (Figure 6I,K). These findings suggest that ONC-induced Zn^2+^ stimulates cleavage of DELE1. Thus, we demonstrated that Zn^2+^ leads to the upregulation and activation of OMA1 following optic nerve injury, which then mediates the cleavage of DELE1 into a short form (Figure 6L).

### 3.7. Zn^2+^–OMA1–DELE1 Axis Relays to the Integrated Stress Response in RGCs

To identify whether ISR is the downstream signaling pathway of DELE1 cleavage, we conducted mRNA sequencing of flow-cytometry-isolated RGCs 3 d after ONC (Figure 7A and Figure S2A). 

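Cells sorted as RGCs were sequenced from uninjured retinas (Ctrl) and from retinas 3 d after ONC that received vehicle (ONC). The other group (TPEN) came from retinas 3 d after ONC that received TPEN, a chelator of mobile zinc, at 100 μM. Each of the 3 groups had 3 libraries, and the paper's text does not state whether the libraries of a group came from separate mice. The authors mapped the reads to GRCm38/mm10 and deposited levels normalized for exon length and library size (RPKM) for 15228 genes, with the log2 fold changes and p-values of their own comparisons. The paper's text does not name the counting program or the annotation, nor whether reads with the same molecular identifier were collapsed before counting. Every RPKM value multiplied by the length of the gene was a whole multiple of one step per library, so read numbers and library totals were worked out from the values. The totals ranged from 20077226 to 23109754 reads in Ctrl (median 22415632), from 22967138 to 22986065 in ONC (median 22967628) and from 19946993 to 22217283 in TPEN (median 19985410). A gene without a read in a library could hold up to 3 reads, or between 0.130 and 0.150 RPM, and this floor covers counting error only. Gnat1, the gene of rod transducin, had the most reads in every library, with 2.91% to 3.66% of the total. Markers of RGCs ranked from 153 (Nefl) to 14252 (Pou4f1) of 15228 genes by mean RPKM, with Rbpms at 13805 and Slc17a6 at 14020. The name RGCs therefore stands here for the cells sorted as RGCs. The paper also stained its sorted cells for the RBPMS protein, which these RNA levels do not measure. Across genes, which are not independent replicates, the log2(RPKM + 0.1) values of libraries of one group had Pearson correlations of 0.991 to 0.993, and those of libraries of different groups 0.970 to 0.984. The first principal component held 49.0% of the variance and the second 16.6%. The read numbers of each pair of libraries of a group differed by more than sampling noise, with a mean chi-square per gene of 2.30 for the closest pair (Ctrl replicates 1 and 2) and 5.20 for the most distant (Ctrl replicates 2 and 3), where sampling of single reads gives 1. Relative to its own multiple at 20 to 100 reads, each pair varied 1.08 to 3.08 times as much at 2000 to 20000 reads. The multiple was lowest for ONC replicates 1 and 2 (1.08) and Ctrl replicates 1 and 2 (1.11). All 9 libraries were kept as separate samples, and p-values are too small if any of them share mice. Differences between groups were tested with limma, with a trend of the variance on the mean, on log2(RPKM + 0.1) for the 13566 genes with a mean of at least 0.5 RPKM, and p-values were adjusted by the Benjamini-Hochberg method. The added 0.1 RPKM makes the log2 fold changes of genes with few reads smaller than the ratios of their means.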

We then identified differentially expressed genes (DEGs) in each of these treated RGCs using a cutoff of at least 1.5-fold change and FDR of at least 0.05.

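With an adjusted p-value under 0.05 and a fold change of at least 1.5, 622 genes were upregulated and 102 downregulated in ONC/Ctrl. In TPEN/ONC, 111 genes were upregulated and 164 downregulated, and in TPEN/Ctrl, 468 were upregulated and 62 downregulated. Upregulated genes made up 85.9% of the DEGs in ONC/Ctrl, and 73.1% after quantile normalization between the libraries, which gave 528 upregulated and 194 downregulated genes. The counts moved most when the test itself was made against a fold change of 1.5. It left 297 upregulated and 0 downregulated genes in ONC/Ctrl, where 20 genes were lower at an unadjusted p under 0.05 in that test, and 7 upregulated and 40 downregulated genes in TPEN/ONC. The genes ranked here are DEGs with a mean of at least 1 RPKM and no overlap between the groups. Chance gives such a lack of overlap for 10% of genes with 3 libraries against 3. On the log2(RPKM + 0.1) scale, the largest increase in ONC/Ctrl was that of Arg1, the gene of arginase 1 on chromosome 10 (24915208 to 24927470, GRCm38). Its level was 0.278 ± 0.0496 RPKM in Ctrl, 39.1 ± 0.235 RPKM in ONC and 1.04 ± 0.0889 RPKM in TPEN (mean ± SD, n = 3 libraries). The log2 fold change of Arg1 was 6.70 (standard error 0.11, limma adjusted p = 1.0e-09) in ONC/Ctrl and -5.10 (standard error 0.11, limma adjusted p = 8.8e-09) in TPEN/ONC. Saa3, on chromosome 7 (46711998 to 46715700), had 0 reads in every Ctrl and TPEN library and 6.26 ± 0.479 RPKM in ONC (SD, n = 3). Against a floor of 3 reads, Saa3 was at least 118-fold higher in ONC than in Ctrl and at least 112-fold lower in TPEN than in ONC. These bounds are too high if both reads of a fragment were counted, since 3 reads then stand for fewer fragments. The rise of Saa3 is only bounded, so its order against Arg1 depends on the scale. Spp1, on chromosome 5, had a log2 fold change of 5.03 (standard error 0.35) in ONC/Ctrl, but it overlaps the listed gene Gm42793, so its reads are uncertain. Its decrease in TPEN/ONC, a log2 fold change of -1.46, lost an adjusted p under 0.05 when any ONC or TPEN library was left out. Among DEGs within the same limits on mean and overlap, the largest decreases in ONC/Ctrl were those of Gm13524 (-1.37), Gm37764 (-1.36) and Gm12993 (-1.23), on the log2 scale. Gm13524 and Gm37764 overlap other listed genes, and Gm13524 lost an adjusted p under 0.05 without Ctrl replicate 3, ONC replicate 2 or ONC replicate 3. Within these limits, the largest increases in TPEN/ONC were those of Mir770 (1.37), which lies within Meg3, Gm17530 (1.34), which overlaps Dopey1, and Tfap2c (1.28, standard error 0.15). Gm10721, on chromosome 9, was at least 20.2-fold lower in TPEN than in ONC, but its transcript is a near copy of those of other predicted genes and its reads are uncertain.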

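Of the 622 genes upregulated in ONC/Ctrl, 149 were also downregulated in TPEN/ONC at an adjusted p under 0.05 and a fold change of at least 1.5, and 473 were not. These intersecting genes were 90.9% of the genes downregulated in TPEN/ONC, which left 15 genes downregulated only there. In the opposite direction, 14 genes were downregulated in ONC/Ctrl and upregulated in TPEN/ONC. Both comparisons used the same ONC libraries, so part of such an overlap can arise without any effect of TPEN. In 100 sets of simulated libraries in which TPEN equaled ONC, a mean of 0.02 intersecting genes and at most 1 were found, and in 100 sets in which no group differed, 0 were found. The simulated noise was independent between libraries, so these sets do not cover a deviation that all ONC libraries share. Across genes, the correlation of the 2 log2 fold changes was -0.65, against a mean of -0.15 in the simulated sets in which TPEN equaled ONC and -0.50 in those in which no group differed. In all 149 genes, every ONC library was higher than every Ctrl and TPEN library. In TPEN/Ctrl, 92 of the 149 genes and 383 of the 622 genes upregulated in ONC/Ctrl were still upregulated. The median level of the intersecting genes was 1.35 RPKM over the 9 libraries, against 5.08 RPKM for all genes tested, and 56 of the 149 had a mean under 1 RPKM. Another listed gene overlapped 53 of them, and the text does not state that strand was used in counting, so the reads of those genes are uncertain. The count fell most, to 39, when both tests were made against a fold change of 1.5. It was 95 without ONC replicate 1 and 98 without ONC replicate 2. In the authors' deposited comparisons at an FDR of 0.05, 146 of the 149 genes met the same 2 criteria.

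**Figure D1:**
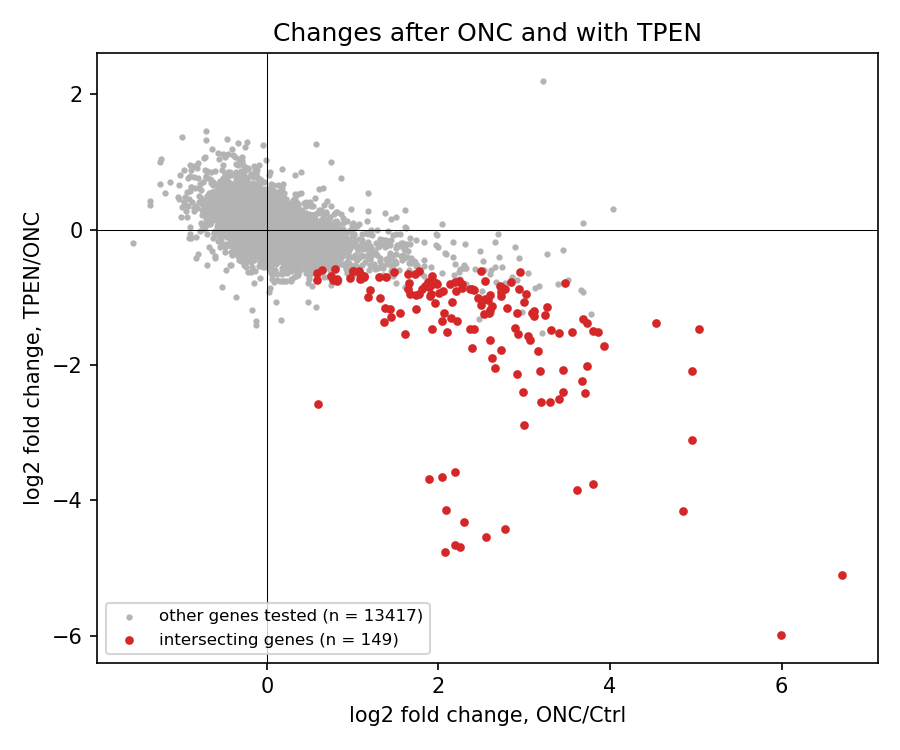
Log2 fold changes of the 13566 genes tested in ONC/Ctrl (x axis) and TPEN/ONC (y axis), on the log2(RPKM + 0.1) scale, with 1 point per gene. The 149 intersecting genes are red, and Arg1 and Saa3 are the 2 points with the largest values on both axes.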

We focused on the intersecting genes that were upregulated after ONC (ONC/Ctrl; fold change > 1.5; *p* < 0.05) and recovered in TPEN (TPEN/ONC; fold change < −1.5; *p* < 0.05), namely, TPEN target genes (Figure 7B). 

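Eif2ak2, Il1b, Ifnar2, Asns, Eif4ebp1 and Cebpb were among the intersecting genes. Il1b, on chromosome 2 (129364570 to 129371139), was at 0.134 ± 0.0610 RPKM in Ctrl, 2.00 ± 0.0948 RPKM in ONC and 0.261 ± 0.0234 RPKM in TPEN (SD, n = 3). Its log2 fold change was 3.20 (standard error 0.19, limma adjusted p = 3.3e-06) in ONC/Ctrl and -2.54 (standard error 0.19, limma adjusted p = 6.3e-05) in TPEN/ONC, and every library showed both directions. Tnf rose in ONC/Ctrl with a log2 fold change of 2.47 (standard error 0.48, limma adjusted p = 0.00569). Its decrease in TPEN/ONC, -1.33 (standard error 0.48, limma adjusted p = 0.138), did not pass the threshold, but passed it with a pseudocount of 1 (adjusted p = 0.0162), where the adjusted p ranged from 0.0162 to 0.296 over the alternatives. Slc7a11 was at 0.0151 ± 0.0180 RPKM in Ctrl, 0.128 ± 0.00831 RPKM in ONC and 0.0372 ± 0.00554 RPKM in TPEN (SD, n = 3), below the filter on low genes. Without that filter, its log2 fold changes were 1.00 in ONC/Ctrl and -0.73 in TPEN/ONC (standard error 0.17 for both, limma adjusted p = 0.00210 and 0.0262). Asns had log2 fold changes of 0.97 and -0.71 (standard error 0.16), Eif4ebp1 1.37 and -1.37 (standard error 0.32), and Cebpb, which overlaps Tmem189 on the other strand, 2.06 and -1.24 (standard error 0.26). The limma adjusted p of their decreases in TPEN/ONC was 0.0250 for Asns, 0.0329 for Eif4ebp1 and 0.0190 for Cebpb. It rose to between 0.0561 and 0.115 for these 3 genes when any of the 3 ONC libraries or TPEN replicate 1 was left out. It also rose above 0.05 for Eif4ebp1 without TPEN replicate 2 (0.0821) and for Cebpb without TPEN replicate 3 (0.0713). With the replicate number as a block, it was 0.0577 for Asns. The increase of Eif4ebp1 in ONC/Ctrl lost an adjusted p under 0.05 without Ctrl replicate 1 (0.0578), Ctrl replicate 2 (0.0577) or ONC replicate 1 (0.0616). Ifnar2, which overlaps Gm21970, had log2 fold changes of 1.65 and -0.65 (standard error 0.17). Its limma adjusted p of 0.0498 in TPEN/ONC rose above 0.05 in 8 of the 9 fits that left out one library. It was also 0.105 with the replicate number as a block and 0.0570 with the trends with GC content and gene length removed.
A list of 63 ISR genes, compiled apart from the paper's signature, which its text does not give in full, had 44 genes among those tested. Of these, 38 were higher in ONC/Ctrl and 38 lower in TPEN/ONC, with median log2 fold changes of 0.28 and -0.14. The list moved as a whole in both comparisons (limma camera, two-sided, adjusted p = 1.9e-06 and 2.6e-05). Both calls held with an estimated inter-gene correlation (adjusted p = 0.00389 and 0.00568) and with fry (2.3e-06 and 1.3e-04). Single genes with an adjusted p under 0.05 numbered 20 in ONC/Ctrl and 7 in TPEN/ONC, and 25 and 10 when adjusted over the list alone. In ONC/Ctrl, 8 of the 44 genes were upregulated DEGs. In the intersecting genes, 3 genes of the list were found, Asns, Cebpb and Eif4ebp1, against 0.483 expected (odds ratio 6.70, one-sided Fisher's exact test, p = 0.0124). This enrichment changed most, to 0 genes of the list among the intersecting genes (one-sided Fisher's exact test, p = 1), when any of the 3 ONC libraries was left out and when both comparisons were tested against a fold change of 1.5. A list without the genes of Figure 7C, which the paper shows as intersecting, also left 0, an outcome fixed by that choice.

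**Figure D2:**
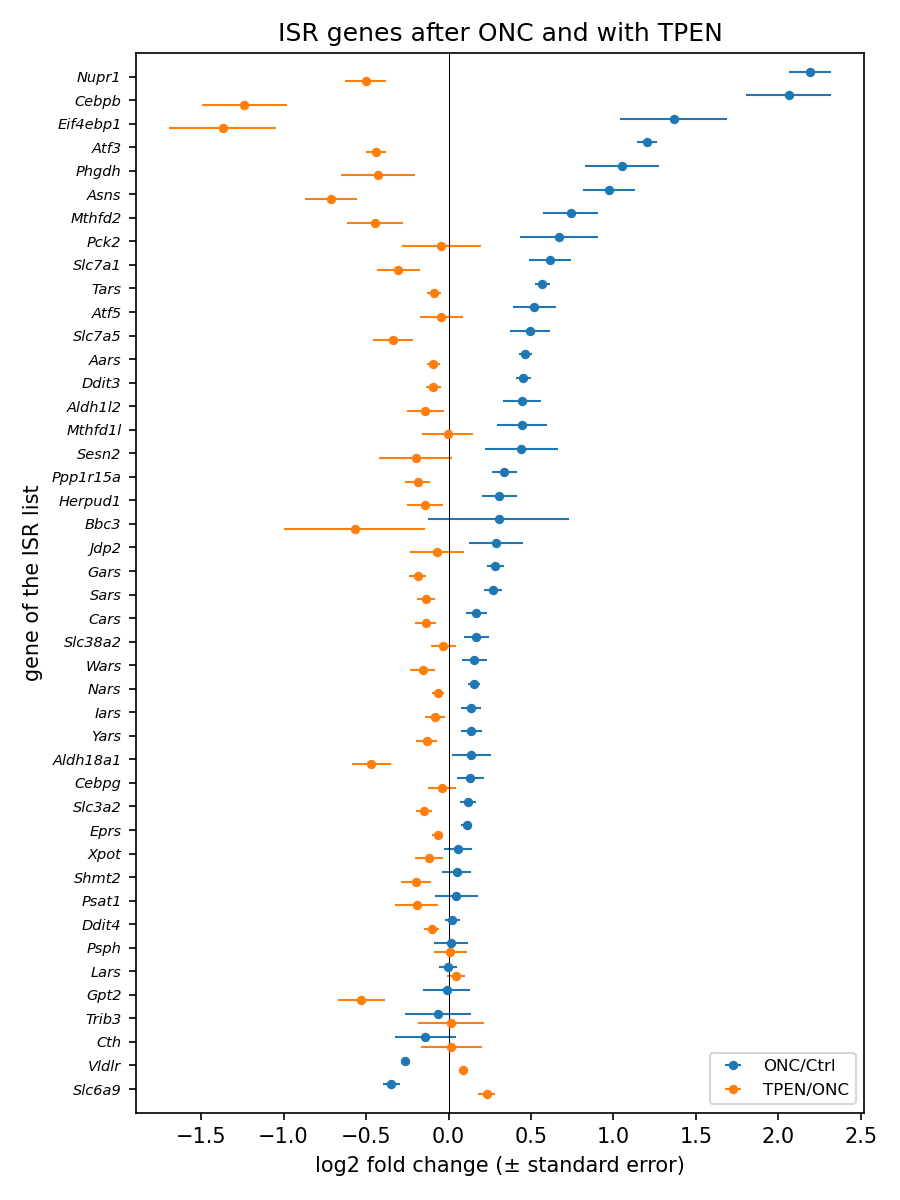
Log2 fold changes, with standard errors, of the 44 tested genes of the ISR list in ONC/Ctrl (blue) and TPEN/ONC (orange), ordered by their value in ONC/Ctrl. Nupr1 and Cebpb had the largest increases in ONC/Ctrl, and Eif4ebp1 and Cebpb the largest decreases in TPEN/ONC.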

Using a signature of mitochondrial ISR-related genes curated from the literature [28,52,53,54,55], we confirmed the significant enrichment of ISR-induced inflammatory mediators (e.g., Il1b and Tnf), eif2α-phosphorylation factors (e.g., Eif2ak2), and ATF4 targets (e.g., Slc7a11, Asns, and Cebpb) with intersecting genes (Figure 7C). Of note, the phosphorylation of eIF2α is mediated by four eIF2α kinases (HRI, PKR, PERK, and GCN2) encoded by Eif2ak1-4. 

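Eif2ak2, on chromosome 17 (78852564 to 78882573, minus strand), was at 1.34 ± 0.184 RPKM in Ctrl, 5.58 ± 0.640 RPKM in ONC and 3.14 ± 0.246 RPKM in TPEN (SD, n = 3 libraries each). It was higher in all 3 ONC libraries than in any Ctrl library, and lower in all 3 TPEN libraries than in any ONC library. Its log2 fold change was 1.98 (standard error 0.12, limma adjusted p = 3.3e-06) in ONC/Ctrl, -0.81 (standard error 0.12, limma adjusted p = 0.00413) in TPEN/ONC and 1.18 (standard error 0.12, limma adjusted p = 1.7e-04) in TPEN/Ctrl. An exact permutation test of the 3 groups gave p = 0.00357, the smallest that the 280 splits of the 9 libraries allow. For each pair of groups, the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Eif2ak1, on chromosome 5, was at 4.58 ± 0.284 RPKM in Ctrl, 4.96 ± 0.415 RPKM in ONC and 4.86 ± 0.336 RPKM in TPEN (SD, n = 3), with p = 0.432 in the exact permutation test of the 3 groups. Eif2ak3, on chromosome 6, was at 11.6 ± 0.134 RPKM in Ctrl, 11.9 ± 0.270 RPKM in ONC and 12.3 ± 0.483 RPKM in TPEN (SD, n = 3; exact permutation p = 0.0714). That p was 0.0464 without TPEN replicate 1 and between 0.0929 and 0.2 in the 8 other fits that left out one library. Eif2ak4, on chromosome 2, was at 3.31 ± 0.0806 RPKM in Ctrl, 3.46 ± 0.199 RPKM in ONC and 3.81 ± 0.193 RPKM in TPEN (SD, n = 3; exact permutation p = 0.05). For Eif2ak3 and Eif2ak4, all 3 TPEN libraries were higher than every Ctrl library, by 5.74% and 15.1% of the means. Chance gives no overlap of the groups, in either direction, for 10% of genes. The log2 fold changes of Eif2ak1, Eif2ak3 and Eif2ak4 lay between -0.029 and 0.13 in ONC/Ctrl and TPEN/ONC, with limma adjusted p from 0.323 to 0.889. Eif2ak1, Eif2ak2 and Eif2ak3 overlap other listed genes on the opposite strand, and the text does not state that strand was used in counting.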

Our transcriptome data demonstrated that ONC and TPEN treatment did not affect the activity of Eif2ak1, 3, and 4, strongly suggesting that TPEN treatment inhibited the phosphorylation of eIF2α and activation of ISR by downregulating Eif2ak2 specifically (Figure 7D–G).

We also investigated the protein levels of PKR (encoded by Eif2ak2), phospho-eIF2α (p-eif2α), and ATF4. Consistently, we observed an increase in the levels of PKR and p-eIF2α in ONC retinas on day 5 compared with those in normal retinas. We also found that TPEN treatment restored the levels of PKR and p-eIF2α (Figure 7H,J,M,N). However, using RNA-seq, immunofluorescence assay, and Western blotting, we noticed that the transcriptomic and protein levels of ATF4 in RGCs of the TPEN group were unaltered compared with those in the vehicle-treated controls (Figure 7C,I,K,M,O). 

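The transcript of Atf4, on chromosome 15 (80255184 to 80257540), was at 116 ± 2.21 RPKM in Ctrl, 136 ± 1.20 RPKM in ONC and 135 ± 1.58 RPKM in TPEN (SD, n = 3). The difference between TPEN and ONC was smaller than the spread between the libraries, with a log2 fold change of -0.0074 (standard error 0.024, limma adjusted p = 0.902, two-sided exact permutation p = 0.5). Its sign changed with quantile normalization, which gave 0.022. All 3 ONC libraries were higher than every Ctrl library, by 17.0% of the mean, with a log2 fold change of 0.23 (standard error 0.024, limma adjusted p = 1.5e-04), below the 1.5-fold threshold. In TPEN/Ctrl, the log2 fold change was 0.22 (standard error 0.024, limma adjusted p = 2.8e-04).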

Upon activation of ISR, ATF4 reprograms translation via cytoplasm-to-nuclear translocation. Therefore, we further analyzed the subcellular distribution of ATF4 in RGCs. We found that the nucleus/cytoplasm ratio of ATF4 was increased 5 d after ONC but decreased by TPEN treatment (Figure 7I,L). These findings confirmed that the Zn^2+^-induced activation of OMA1 and accumulation of S-DELE1 led to an ISR in RGCs, likely via the upregulation of PKR, which TPEN treatment significantly inhibited.

### 3.8. Zn^2+^-OMA1 and ISR Act in the Same Signaling Pathway to Regulate RGC Survival

We next addressed whether the Zn^2+^-OMA1-PKR-ISR pathway participates in RGC death after ONC. In line with our previous report [3], we confirmed that intraocular injection of TPEN immediately after ONC significantly promoted RGC survival 14 d later when compared with controls receiving vehicle injection (Figure 8A,C). Moreover, we investigated the pro-RGC survival efficacy of ZnT-3 conditional knockout. Similar to the global knockout [3], ZnT-3 conditional knockout in ACs did not affect the basal number of RGCs (Figure S2B,C), but promoted RGC survival following optic nerve injury (Figure 8B,D).

We then examined the protective effect of C16, a PKR inhibitor, and ISRIB, a small-molecule ISR inhibitor at optimal concentrations (20 μM and 100 μM, respectively) (Figure S2D–G). We observed that ZnT-3 deletion, treatment with TPEN (100 μM), C16 (20 μM), or ISRIB (100 μM) did not result in any significant differences in RGC protection. Combining ZnT-3 deletion or TPEN injection with C16 or ISRIB did not augment the 2 w survival beyond the level achieved with either alone, highlighting that altered ISR and Zn^2+^ act in the same pathway to mediate RGC loss in ONC (Figure 8A–D). Our findings underlined the importance of Zn^2+^-OMA1 and PKR-induced ISR as primary mediators of RGC loss in the pathogenesis of optic nerve injury.

## 4. Discussion

In the current study, we investigated the downstream mechanisms of Zn^2+^ in postsynaptic RGC somatic injury and explored potential therapeutic targets for neuroprotection. Results of this study show that: (1) the structural damage of RGC mitochondria in optic nerve injury is related to increased levels of Zn^2+^; (2) the mitochondrial metallopeptidase OMA1 in the inner retina is activated by synaptic transfer of Zn^2+^; (3) Zn^2+^-induced OMA1 activation relays to ISR in RGCs; (4) Zn^2+^ elimination inhibits the OMA1-ISR pathway and attenuates RGC mitochondrial structural damage; and (5) both Zn^2+^ elimination and ISR inhibition promote the survival of RGCs after optic nerve injury. Collectively, these data suggest the involvement of Zn^2+^-OMA1-ISR signaling in Zn^2+^-induced RGC loss after optic nerve injury.

Recent studies have emphasized the essential role of Zn^2+^ in the central nervous system and retina [11,16,56]. Excessive levels of Zn^2+^ are implicated in nerve injury, and Zn^2+^ elimination results in marked neuron protection [3,5]. Mechanistically, impaired mitochondrial structure and function contribute to Zn^2+^-induced neuronal death [16,17]. However, the underlying molecular pathways remain poorly understood. The majority (~90 %) of total zinc in neurons is tightly bound to metalloenzymes, transcription factors, and other zinc-containing proteins, in which zinc serves as a cofactor for enzymatic activity or maintains the three-dimensional protein structure [57,58]. The remaining 10% of total zinc is called free or mobile zinc and is either present as hydrated ions or loosely bound to proteins. Metalloproteins have essential biological processes, and each of them must bind specific metal ions to function. The metal-binding affinities of natural proteins primarily follow the Irving–Williams series (Mn^2+^ <  Fe^2+^ < Co^2+^ < Ni^2+^ < Cu^2+^ > Zn^2+^) and the electronic properties of metal ions [59]. Accordingly, metalloproteins overwhelmingly tend to bind Zn^2+^ and Cu^2+^ [60]. When combining the protective effects of Zn^2+^ chelators in nerve injury, balance between Zn^2+^ and neuronal zinc metalloproteins is critical for mitochondrial homeostasis and cell survival. Therefore, the mitochondrial zinc metalloproteins could be downstream targets that mediate increased Zn^2+^ signaling in response to RGC damage in optic nerve injury.

Our study confirmed that structural damage to RGC mitochondria was related to increased levels of Zn^2+^. We found that the mitochondrial zinc-dependent metalloprotease OMA1 was tightly regulated by endogenous Zn^2+^ during optic nerve injury. Kaser et al. first identified OMA1 as a membrane-bound metallopeptidase that has activities overlapping with the m-AAA protease, which depends on unspecified divalent metal ions [19]. The zinc-binding motif of OMA1 was reported later [22,61]. Our results confirmed the essential role of Zn^2+^ in OMA1 activation during neuronal injury. In the retina, OMA1 is primarily located in presynaptic Zn^2+^ initial cells (ACs) and postsynaptic Zn^2+^ target cells (RGCs). After optic nerve injury, the retinal proteolytic activity of OMA1 rapidly increased, and its expression level was upregulated first in ACs (1 d) and then in RGCs (3 d and 5 d), following the transfer process of Zn^2+^. Elimination of Zn^2+^ by chelation or deletion of the zinc transporter ZnT-3 in ACs reversed the concomitant upregulation of OMA1 and preserved the mitochondrial structure in RGCs. These results suggest a previously unknown link between optic nerve injury and retinal expression of OMA1.

Inhibition of OMA1 or Zn^2+^ could promote neuron survival; however, the molecular mechanisms remain unclear [18,27,62,63]. Ablation of OMA1 has been reported to protect against heart failure in multiple mouse models of mitochondrial dysfunction [26,27]. In particular, the inhibition of OMA1 protects neurons against mitochondrial depolarization and cardiomyocytes against hypoxia-reperfusion injury [19,26,51]. Consistent with these findings, moderate overexpression of OPA1, the primary OMA1 proteolytic substrate identified thus far, protects RGCs and neurons in experimental glaucoma and ischemia-reperfusion models, respectively [64,65]. Notably, excessive OPA1 overexpression causes developmental arrest, limiting the therapeutic effects of OPA1 supplementation [66]. TPEN, via zinc chelation, exerts protective effects in various disease models, including neurodegeneration and hypoxia-reperfusion [18,67,68]. For diseases that benefit from Zn^2+^ chelation or OMA1 inhibition, our results suggest the crosstalk between Zn^2+^ and OMA1 dimerization is a potential molecular mechanism.

Recently, the cascade in which OMA1 relays mitochondrial stress signals to the cytoplasmic ISR via DELE1 cleavage and eIF2α kinase activation was reported to be conserved in several diseases, including neurodegenerative disorders [69,70,71]. In the present study, our results suggested that the OMA1–DELE1–ISR axis is also involved in optic nerve injury-induced RGC death attributed to Zn^2+^ accumulation. However, our RGC transcriptomic data identified differential activity of only Eif2ak2 (encoding PKR), but not the previously reported Eif2ak1, 3, 4 (encoding HRI, PERK, and GCN2, respectively), which were upregulated after ONC and reversed by Zn^2+^ chelation. 

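Whether Eif2ak2 changed apart from the other kinases was tested on the log2 ratio of Eif2ak2 to each of them within a library. The ratio to Eif2ak1 rose by 1.87 from Ctrl to ONC, that to Eif2ak3 by 1.95 and that to Eif2ak4 by 1.92. From ONC to TPEN, the 3 ratios fell by 0.78, 0.85 and 0.94. In each case, the exact permutation test of the 3 groups gave the smallest p of its 280 splits. In ONC/Ctrl and in TPEN/ONC, the two-sided exact permutation test of each ratio gave p = 0.1, the smallest that 3 libraries against 3 allow. The 3 ratios share Eif2ak2, and the other kinases moved little. The ratios therefore largely repeat the change of Eif2ak2 and are not 3 separate tests. With TPEN, Eif2ak2 kept 42.5% ± 5.80 of its rise after ONC (SD, n = 3 libraries). When one library was left out, its log2 fold change stayed between 1.91 and 2.08 in ONC/Ctrl and between -0.90 and -0.74 in TPEN/ONC, with limma adjusted p up to 4.6e-05 and 0.0221. From the change of Eif2ak2 and the lack of change in Eif2ak1, Eif2ak3 and Eif2ak4, the paper proposes that TPEN inhibited the phosphorylation of eIF2α and the ISR by lowering Eif2ak2. Its other evidence is that PKR and p-eIF2α rose in retinas at a later day after ONC and were restored with TPEN. It also reports more RGC survival with a PKR inhibitor and with an ISR inhibitor. The libraries here hold no measure of protein or survival.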

PKR is the most recently evolved ISR kinase, with known roles in innate immunity and various neurological disorders [72]. More specifically, PKR detects viral and endogenous double-stranded RNAs (dsRNAs), including leaked mitochondrial transcripts and nuclear dsRNAs, and has a function in regulating ISR [73,74]. These results indicate that eIF2α kinases exert diverse functions under different stimuli, but similarly phosphorylate the eukaryotic translation initiation factor eIF2α to trigger ISR.

Both the inhibition and maintenance of ISR are potential therapeutic strategies [37,52,75,76,77]. Ablation of OMA1 was previously found to protect against heart failure in multiple mouse models of mitochondrial dysfunction, which might be mediated by attenuation of ISR [26]. DELE1 also has additional proapoptotic activities [32]. Thus, we speculated that activation of OMA1 and ISR could be pathogenic in optic nerve injury-induced RGC loss. In the present study, levels of ISR core mediators (p-eIF2α and nuclear ATF4) were increased after nerve injury. Both the PKR inhibitor C16 and the ISR inhibitor ISRIB were sufficient in promoting RGC survival. Zn^2+^ chelation reversed the upregulation of p-eIF2α expression and nuclear ATF4 distribution. In addition, combining Zn^2+^ elimination and ISR inhibition had no additive neuroprotective effects, suggesting that Zn^2+^-OMA1 and ISR potentially act in the same pathway in RGC fate determination. These results suggest a previously unknown pathogenic role of ISR in RGC death and provide a potential downstream molecular mechanism for the activation of Zn^2+^-OMA1 in optic nerve injury.

Further investigations are required to elucidate the effects of OMA1 knockout in RGCs in neuroprotection after optic nerve injury. In addition, whether OMA1 in ACs also regulates presynaptic Zn^2+^ release and postsynaptic RGC survival could be clarified in future studies. Besides the pharmaceutic inhibition of ISR, the effects of ATF4 or PKR knockdown in RGC protection after optic nerve injury are worth being considered in our future studies. To validate the potential retina–brain connection and visual function recovery, whether OMA1 knockout and ISR antagonists also regulate RGC axonal regeneration after optic nerve injury is worth investigating.

In summary, our current study provided novel evidence demonstrating that RGC loss in optic nerve injury requires an increase in synaptic Zn^2+^ transfer that activates the mitochondrial zinc metalloprotease OMA1, resulting in postsynaptic mitochondrial crista disruption and ISR due to enhanced DELE1 processing and PKR expression (Figure 9). Significantly, this cascade of events can be arrested at several stages: TPEN- or ZnT-3 deletion induced reduction in Zn^2+^-OMA1 crosstalk, C16-mediated PKR inhibition, or ISRIB-mediated ISR inhibition (Figure 8E). All of these interventions result in the preservation of RGCs. Thus, OMA1 and the ISR are potential therapeutic targets for the prevention and treatment of neurodegenerative diseases.

## Figures and Tables

**Figure 1:**
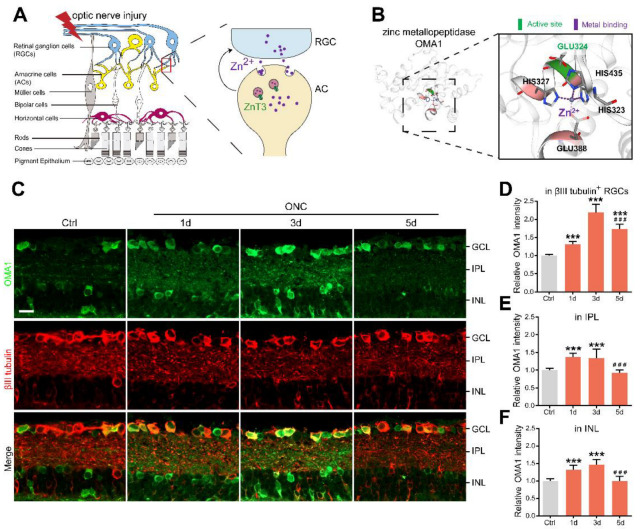
AC-to-RGC transfer of Zn^2+^ and OMA1 upregulation in optic nerve injury: (**A**). Schematic of retinal cross-sections (left) and the transsynaptic process of Zn^2+^ in the retina after optic nerve injury (right). (**B**). 3D models of mouse OMA1 based on the X-ray structure of the putative Zn^2+^-dependent peptidase Q74D82 at a resolution of 1.7 Å (left), showing the active and metal-binding sites (right). (**C**). OMA1 and βIII tubulin immunofluorescence staining in control and optic nerve injury murine retinas. Scale bar, 20 μm. (**D**–**F**). Quantitation of OMA1 expression in βIII tubulin-positive RGCs, IPL, and INL before and after ONC in wild-type mice (normalized to normal control; n = 7, 6, 6, 6). One-way ANOVA with Bonferroni post hoc tests, *** *p* < 0.001 compared with normal retina controls, ### *p* < 0.001 compared with 3 d post-ONC. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer. All bars show the mean ± SEM.

**Figure 2:**
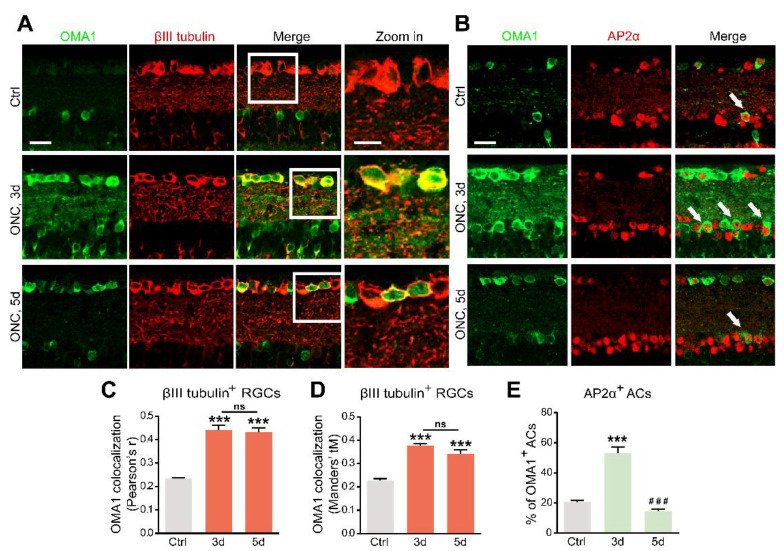
Upregulation of OMA1 in ACs and RGCs: (**A**). Images of retinal cross-sections immunostained for OMA1 and βIII tubulin to visualize the expression of OMA1 in RGCs before ONC and 3 and 5 d post-ONC; (right) enlargements of framed areas. Scale bars, 20 μm (lower magnification), 10 μm (higher magnification). (**B**). Double-immunostaining for OMA1 and the amacrine cell marker AP2α to visualize OMA1-positive ACs in INL before ONC and 3 and 5 d post-ONC. Scale bar, 20 μm. (**C**,**D**). Quantitative analysis using Pearson’s r value and Mander’s value, tM showed a significantly higher colocalization of OMA1 with RGCs after ONC. n = 3, 6, 6. One way ANOVA, *** *p* < 0.001 compared with uncrushed controls; ns, no significance, compared with 3 d post-ONC. (**E**). Quantitation of the percentage of OMA1-positive ACs in INL before ONC and 3 and 5 d post-ONC revealed higher colocalization of OMA1 with ACs on 3 d after ONC, but reduction to baseline level 5 d after ONC. n = 3, 5, 5. One-way ANOVA, Bonferroni post hoc tests, *** *p* < 0.001 compared with uncrushed controls, ### *p* < 0.001 compared with 3 d post-ONC. All bars show the mean ± SEM.

**Figure 3:**
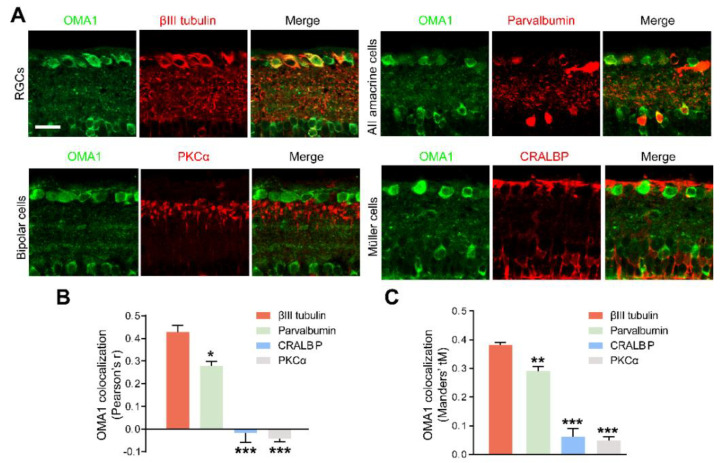
Retinal cellular localization of OMA1: (**A**). Confocal images of retinal cross-sections show overlap of OMA1 with RGC marker βIII tubulin and amacrine cell marker parvalbumin, but not with bipolar cell marker PKCα or Müller cell marker CRALBP. Scale bar, 25 μm. (**B**,**C**). Quantitative Pearson’s r value and Mander’s value, tM of OMA1 showed a significantly higher colocalization of OMA1 with RGCs and ACs than either bipolar or Müller cells; n = 3 retinas per group; one-way ANOVA, Bonferroni’s post hoc test, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, compared with βIII tubulin. All bars show the mean ± SEM.

**Figure 4:**
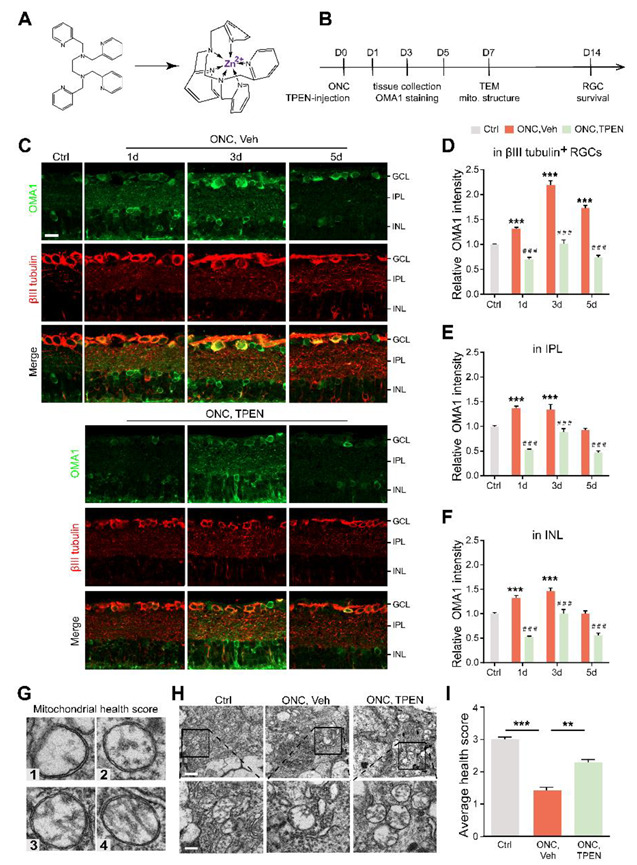
Chelating Zn^2+^ by TPEN decreased OMA1 expression and attenuated mitochondrial damage: (**A**). The chemical structures of TPEN and with chelated Zn^2+^. (**B**). Timeline for ONC and TPEN treatment. (**C**). OMA1 immunostaining in retinas of wild-type mice with and without TPEN treatment. n = 7 (Ctrl); n = 6 (ONC, Vehicle); n = 7 (ONC, TPEN). Scale bar, 20 μm. (**D**–**F**). Quantification of OMA1 expression in βIII tubulin-positive RGCs, IPL, and INL at indicated time points after ONC with 100 μM TPEN. One-way ANOVA, Bonferroni post hoc tests, *** *p* < 0.001 compared with normal retina controls; Two-way ANOVA with Bonferroni’s post hoc test ### *p* < 0.001, decrease compared with vehicle-treated controls at the same time point. Values are normalized to normal control retinas. (**G**). Mitochondrial health scale with 4 representative transmission electron microscopy (TEM) images of mitochondria in RGCs and corresponding scores. (**H**). Representative TEM images in RGCs from different experimental groups. Scale bars, 1 μm (lower magnification), 500 nm (higher magnification). (**I**). Based on the mitochondrial health scale, 20–30 mitochondria per retina were scored in 1–4. n = 4. One-way ANOVA with Bonferroni’s post hoc test, *** *p* < 0.001, ** *p* < 0.01. All bars show the mean ± SEM.

**Figure 5:**
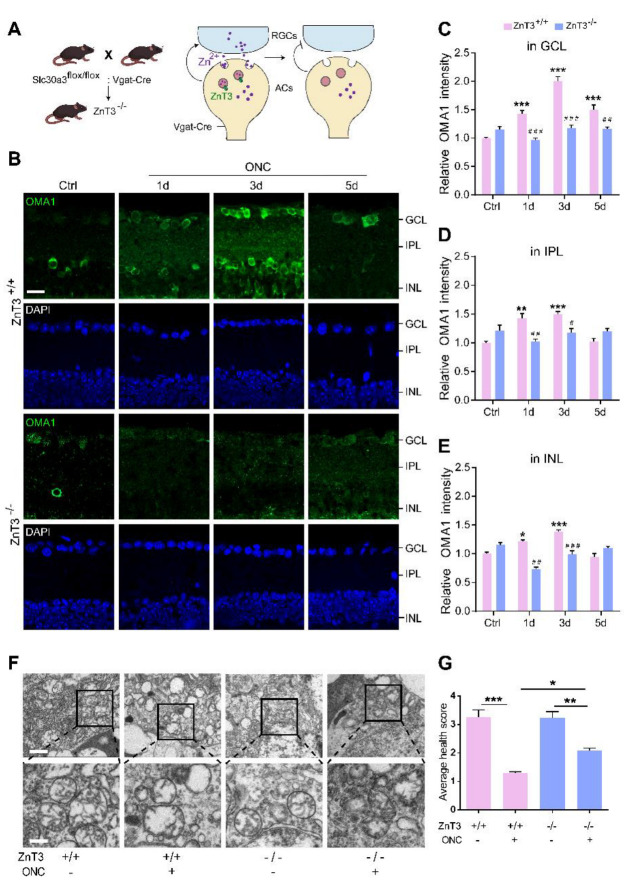
Inhibiting Zn^2+^ transfer with ZnT-3 deletion decreased OMA1 and attenuated mitochondrial damage: (**A**). Schematic of Zn^2+^ transfer via ZnT-3-containing vesicles in amacrine cells (ACs) showing that Vgat-Cre mice selectively express Cre in ACs. ZnT-3 (encoded by Slc30a3) deletion was achieved using the Cre-LoxP system only in ACs to eliminate vesicular Zn^2+^. (**B**). OMA1 immunostaining in the retinas of ZnT-3^+/+^ and ZnT-3^−/−^ littermates. Scale bar, 20 μm. (**C**–**E**). Quantification of OMA1 expression levels in the GCL, IPL, and INL of ZnT-3^−/−^ and ZnT-3^+/+^ littermates. Two-way ANOVA with Bonferroni’s post hoc test, *** *p* < 0.001 compared with normal retina controls; ### *p* < 0.001, ## *p* < 0.01, # *p* < 0.05, decrease compared with the ZnT-3^+/+^ group at the same time point. (**F**). Transmission electron microscopy (TEM) images of RGC mitochondria in ZnT-3^+/+^ and ZnT-3^−/−^ littermates. Scale bars, 1 μm (lower magnification), 500 nm (higher magnification). (**G**). Based on the mitochondrial health scale, 20–30 mitochondria per retina were scored 1–4. n = 4. One-way ANOVA with Bonferroni’s post hoc test, *** *p* < 0.001, ** *p* < 0.01, and * *p* < 0.05. All bars show the mean ± SEM.

**Figure 6:**
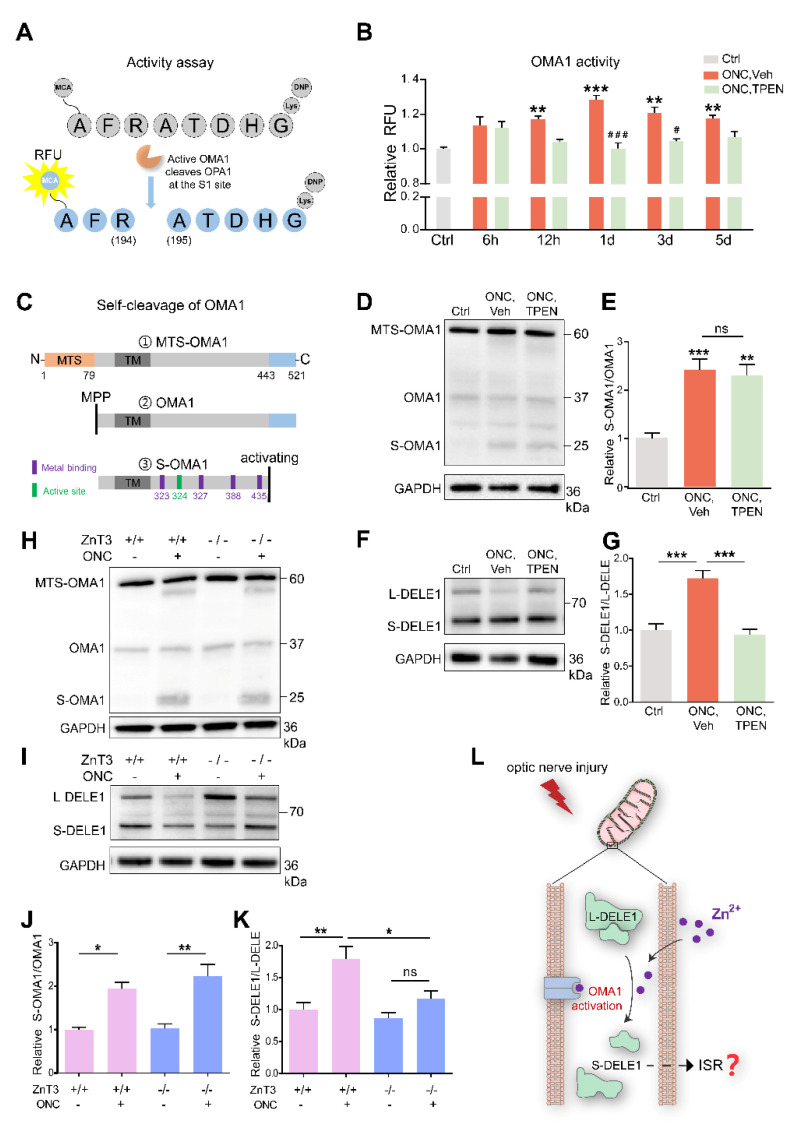
Zn^2+^ increased OMA1 activity and S-DELE1 accumulation in retina: (**A**) Schematic of OMA1 activity fluorescence-based assay. MCA, 7 methoxycoumarin 4 ylacetyl; DNP, 2,4 dinitrophenyl. (**B**) Activity of OMA1 in retina before and after ONC at indicated time points with 100 μM TPEN treatment. n = 3 (Ctrl); n = 3, 4, 4, 4, 4 (ONC, Vehicle); n = 3, 3, 4, 4, 4 (ONC, TPEN). One-way ANOVA with Bonferroni’s post hoc tests, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, compared with normal retina controls; Two-way ANOVA with Bonferroni’s post hoc test ### *p* < 0.001, # *p* < 0.05, decreased compared with vehicle-treated controls at the same time point. Values are normalized to normal control retinas. (**C**) Schematic of the OMA1 turnover process showing cleavage, metal binding, and active sites. MTS, mitochondrial targeting sequences; TM, transmembrane domains; MPP, mitochondrial processing peptidases. (**D**) Western blotting of lysates from retinas using primary antibodies against OMA1 and GAPDH (loading control). (**E**) The relative ratios of S-OMA1/OMA1 bands were quantified and normalized to normal controls. n = 3. One-way ANOVA with Bonferroni’s post hoc tests, *** *p* < 0.001, ** *p* < 0.01, compared with normal retina controls, ns, no significance. (**F**) Western blotting of lysates from retinas using primary antibodies against DELE1 and GAPDH (loading control). (**G**) The relative ratios of S-DELE1/L-DELE1 bands were quantified and normalized to normal controls. n = 3. One-way ANOVA, Bonferroni’s post hoc tests, *** *p* < 0.001. (**H**) Western blotting of retinal lysates from ZnT-3^−/−^ and ZnT-3^+/+^ littermates using primary antibodies against OMA1 and GAPDH (loading control). (**I**) Western blotting of retinal lysates from ZnT-3^−/−^ and ZnT-3^+/+^ littermates using primary antibodies against DELE1 and GAPDH (loading control). (**J**) Quantification of relative S-OMA1/OMA1 band intensities normalized to ZnT-3^+/+^ normal retina controls, n = 4. One-way ANOVA with Bonferroni’s post hoc tests, ** *p* < 0.01, * *p* < 0.05. (**K**) Quantification of relative S-DELE1/L-DELE1 band intensities normalized to ZnT-3^+/+^ normal retina controls, n = 4. One-way ANOVA with Bonferroni’s post hoc tests, ** *p* < 0.01, * *p* < 0.05; ns, no significance. (**L**) Model for mechanism by which Zn^2+^ induces activation of OMA1 and cleavage of DELE1 in optic nerve injury. All bars show the mean ± SEM.

**Figure 7:**
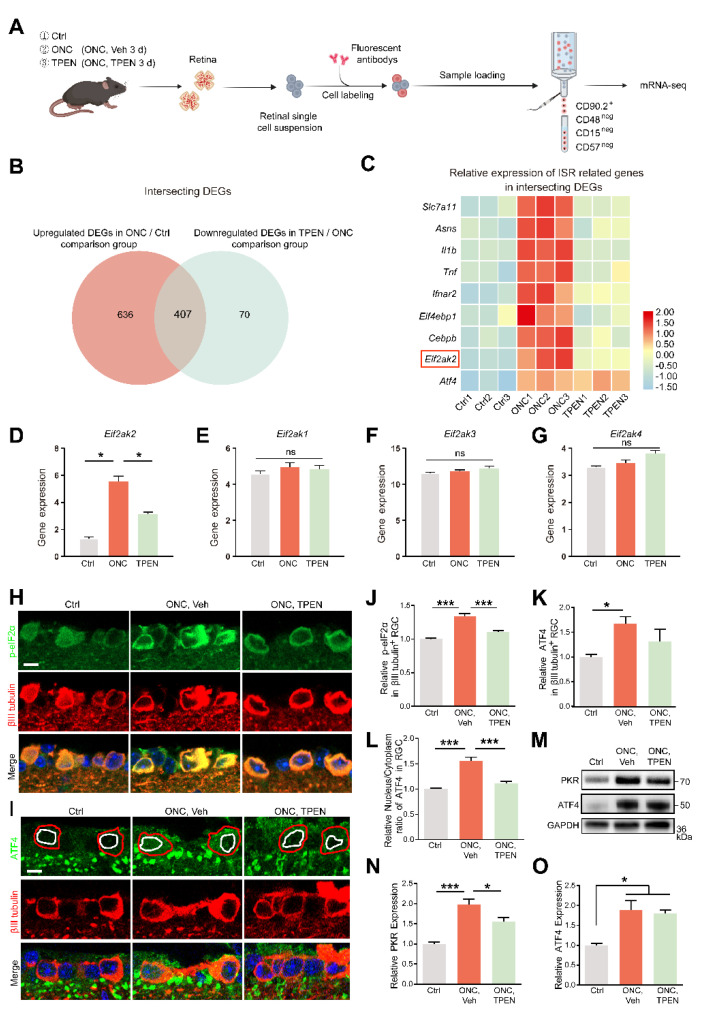
Zn^2+^-induced mitochondrial signals are relayed to ISR in RGCs: (**A**). Schematic of the experimental design for RGC mRNA sequencing. Retinas were harvested from wild-type mice with and without TPEN treatment. Each group included three libraries. (**B**). Integrated comparative analysis of upregulated DEGs in ONC/Ctrl and downregulated DEGs in TPEN/ONC, showing the intersecting genes. (**C**). Representative ISR-related genes were enriched in the intersecting genes. (**D**–**G**). The gene levels of Eif2ak1-4 were quantified. One-way ANOVA with Bonferroni’s post hoc tests, * *p* < 0.05; ns, no significance. (**H**). p-eIF2α and βIII tubulin immunofluorescence staining in control and 5 d post-optic nerve injury mouse retinas. Scale bar, 10 μm. (**I**). ATF4 and βIII tubulin immunofluorescence staining in control and 5 d post-optic nerve injury mouse retinas. Red circles show the areas of RGCs, whereas white circles show the areas of nuclei. Scale bar, 10 μm. (**J**,**K**). Quantitation of the expression of p-eIF2α, n = 6, 5, 4 and ATF4, n = 5, 7, 5. in βIII tubulin-positive RGCs (normalized to normal control). One-way ANOVA with Bonferroni’s post hoc tests, *** *p* < 0.001, * *p* < 0.05. (**L**). Quantification of the nuclear/cytoplasm ratio of distribution of ATF4 in βIII tubulin-positive RGCs (normalized to normal control). n = 5, 7, 4. One-way ANOVA with Bonferroni’s post hoc tests, *** *p* < 0.001. (**M**–**O**). Western blotting and quantification of the expression of PKR and ATF4 in control and 5 d post-optic nerve injury mouse retinas (normalized to normal control). n = 3. One-way ANOVA with Bonferroni’s post hoc tests, *** *p* < 0.001, * *p* < 0.05. All bars show the mean ± SEM.

**Figure 8:**
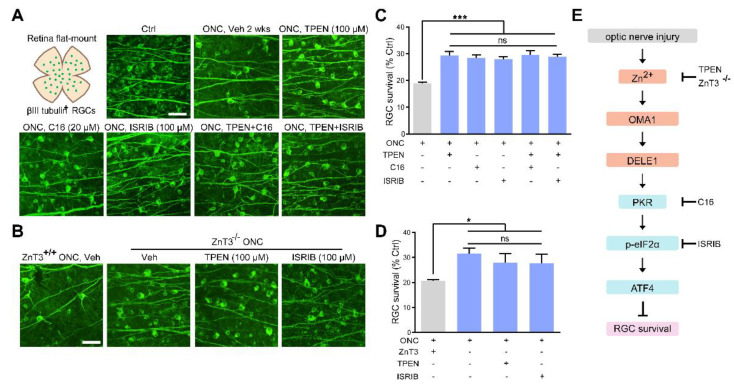
Zn^2+^ elimination and ISR inhibition promoted RGC survival: (**A**,**B**). Retinal flat mounts immunostained for βIII tubulin to visualize RGCs in 2 w post-ONC normal control mice with pharmacological or genetic treatment as indicated. Scale bar, 50 μm. (**C**,**D**). Quantitative results. n = 4. One-way ANOVA and Bonferroni’s post hoc tests. *** *p* < 0.001, * *p* < 0.05 compared with vehicle-treated controls; ns, no significance. (**E**). Schematic of the Zn^2+^-induced OMA1–DELE1–PKR–ISR axis in optic nerve injury and therapeutic targets.

**Figure 9:**
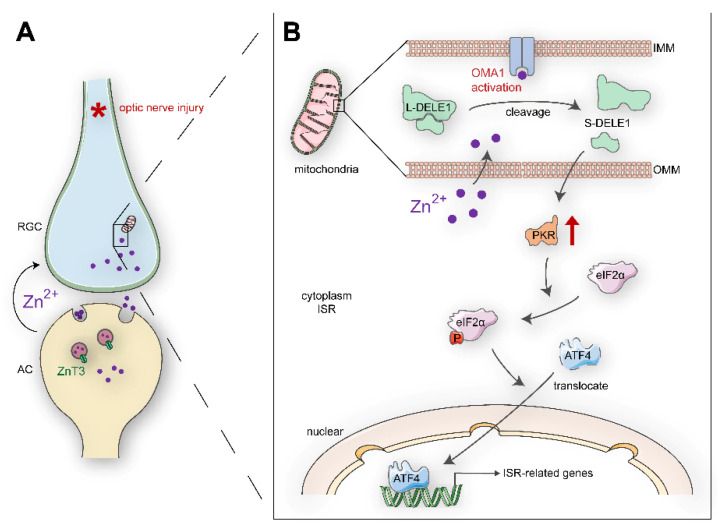
Schematic summary of results and potential signaling pathways: (**A**). Retinal AC-RGCs transsynaptic process of Zn^2+^ after optic nerve injury. (**B**). In postsynaptic RGC soma, Zn^2+^ induces mitochondrial structural damage and activates mitochondrial zinc metallopeptidase OMA1. The Zn^2+^-OMA1 mitochondrial signal increases DELE1 cleavage and PKR expression, which relays to a cytoplasmic ISR (eIF2α phosphorylation and ATF4 translocation). ISR-induced gene expression drives signaling toward RGC death. OMM, outer mitochondrial membrane; IMM, inner mitochondrial membrane.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. Raw RNA-seq data were submitted to the Gene Expression Omnibus, National Center for Biotechnology Information (GEO-NCBI) (accession number: GSE208777).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11102001/s1, Figure S1: Zn^2+^ induced mitochondrial disruption and OMA1 activation; Figure S2: RGC post-sorting analysis and dose-response survival of RGCs to ISR inhibitors.

How the deposited data were processed for this re-analysis (not part of the article)

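Cells were sorted as RGCs from retinas by flow cytometry and their mRNA was sequenced in 9 libraries. Of these, 3 were from uninjured retinas (Ctrl) and 3 from retinas 3 d after ONC with vehicle (ONC). The other 3 were from retinas 3 d after ONC with TPEN at 100 μM (TPEN). The authors made the libraries with a stranded mRNA kit that adds molecular identifiers, mapped the reads to GRCm38/mm10 with STAR and compared the groups with edgeR. The deposited RPKM values are the reads of a gene divided by its exon length and by the total reads of the library, as computed by the authors. The deposited log2 fold changes come from the authors' comparisons of each pair of groups. The deposited p-values and FDR values come from the same comparisons by the authors with edgeR, and are blank where a gene was not tested. Each of these comparisons covered the genes above 1 RPM in at least 2 of the 6 libraries compared. The paper's text does not name the counting program or the annotation, and it does not state whether reads with the same molecular identifier were collapsed before counting, whether strand was used in counting or whether the libraries of a group came from separate mice.

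Each RPKM value multiplied by the exon length was a whole multiple of one step per library, and the whole reads of each gene and the total of each library were worked out from these steps. A gene without a read could hold up to 3 reads, and this floor covers counting error only. Fold changes against a group in which no library had more than 3 reads are given as lower bounds against that floor. The variation between the libraries of a group was compared with the sampling noise of the reads in genes with at least 20 reads. Positions and overlaps of genes are those of the deposited table, and GC content was taken from GENCODE M21 transcripts for 97.2% of the listed genes.

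The log2(RPKM + 0.1) values of the 13566 genes with a mean of at least 0.5 RPKM over the 9 libraries were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per group, a trend of the variance on the mean and Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted p under 0.05 and a fold change of at least 1.5. Intersecting genes were DEGs upregulated in ONC/Ctrl and downregulated in TPEN/ONC. Their number was compared with that in 100 sets of simulated libraries in which no group differed and 100 sets in which TPEN equaled ONC. The fit was tested on simulated data with a variance of 2.3 times the mean and a coefficient of variation of 0.03, in which 200 genes were changed. There, 17 of 50 genes changed 1.5-fold and 45 of 50 genes changed 2-fold were called in the right direction, 4 of 13357 unchanged genes were called in ONC/Ctrl and 1 in TPEN/ONC, and 0 of 50 lists of unchanged genes had an adjusted p under 0.05 with camera or fry.

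The levels of Eif2ak1, Eif2ak2, Eif2ak3, Eif2ak4 and Atf4 were compared between the 3 groups with an exact permutation test of the ratio of the variance between groups to that within groups over the 280 splits of the 9 libraries. Pairs of groups were compared with two-sided exact permutation tests, whose smallest p is 0.1. An ISR list was tested among the intersecting genes with a one-sided Fisher's exact test against all genes tested.

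Of 17 gene lists, 14 had at least 2 genes tested and were tested as sets in ONC/Ctrl and TPEN/ONC with camera (inter-gene correlation 0.01), with camera with an estimated correlation and with fry, each adjusted over 28 tests. The lists for pathways were ISR, interferon, zinc, axotomy and the mitochondrial unfolded protein response. The lists for cell types were RGC, amacrine, bipolar, rod, cone, Müller glia, astrocyte, microglia and macrophage, neutrophil, T cell, endothelial cell and pericyte, and fibroblast. The lists were written from general knowledge and not from these libraries.

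The groups, the tests, the lists and most alternatives were set before the data were examined. The genes named are those the paper names for its RNA-seq, those of proteins it measures or discusses and of the markers used for RGCs, and, for ONC/Ctrl and TPEN/ONC and each direction, the 3 DEGs with the largest log2 fold change among genes with a mean of at least 1 RPKM and no overlap between the groups, with members of a list where that list is described. Any other gene named was chosen after its values were seen. Dele1, Slc30a3, Cd48 and Fut4 were not analysed here.

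The alternatives were quantile normalization between the libraries, no filter on low genes, a mean of at least 1 RPKM, a pseudocount of 1, the 6 libraries compared in place of all 9, the replicate number as a block, leaving out each library in turn, an unadjusted p under 0.05, a fold change of at least 2, a test against a fold change of 1.5 (treat), a background for the ISR list of genes at or above the lowest mean of the intersecting genes, the ISR list without the genes of Figure 7C, and the camera and fry settings above. Added after the data were seen were voom on the whole reads and the removal of each library's trends with GC content and gene length by loess. Alternatives planned for deposited read counts were not run, and the whole reads worked out from the RPKM values were used with voom. Transcripts of 10 predicted genes were aligned with blastn 2.17.0. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. All 9 libraries were used. The deposited comparisons of the authors were used only to compare calls.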

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

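The comparisons with other splits of the libraries, the removal of the trends with GC content and length and the tests of an explanation were chosen only after the result was seen. The lists, their set tests and quantile normalization were not. Each result concerns genes that the paper does not discuss, and each was above its level in the control group of its comparison.

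The genes of the microglia and macrophage list were higher after ONC, with a median log2 fold change of 2.78 in ONC/Ctrl (limma camera adjusted p = 5.5e-24). The median was the same with Cd14, which was at least 15.2-fold higher in ONC than in Ctrl, at its bound. In TPEN/ONC the median was -0.86 (adjusted p = 1.6e-15). With an estimated correlation the adjusted p was 5.2e-04 and 9.0e-04, the highest over the alternatives, and with fry it was 7.2e-10 and 8.5e-08. The list took 0.00339% of the reads in Ctrl, 0.0298% in ONC and 0.0157% in TPEN. Its most abundant gene, Ctss, was at 4.70 ± 0.636 RPKM in Ctrl, 53.0 ± 2.98 RPKM in ONC and 30.7 ± 0.727 RPKM in TPEN (SD, n = 3 libraries). Of the 149 intersecting genes, 11 were on the list (one-sided Fisher's exact test, p = 1.4e-17). The real split of the 6 libraries in ONC/Ctrl was 1 of 10 splits with as small a camera p, and the next smallest was 2.0e-05, but with 10 splits a share under 0.1 cannot be reached. The scaling of the libraries was tested with quantile normalization, which left a median of 2.62. GC content and gene length were tested by removing their trends, which left an adjusted p of 3.2e-24. A lower share of the main cell type raises the markers of every other type, but the bipolar list had a median of -0.15 in ONC/Ctrl, with 11 of 13 genes lower. RNA of microglia or macrophages among the sorted cells is not excluded, since 19 of the 19 tested genes were upregulated DEGs, but this count restates the pattern, and such RNA cannot be told apart from higher expression of these genes in the sorted cells. Of their rise after ONC, Ctss kept 53.9% ± 1.50 with TPEN, Itgam 35.0% ± 2.91, Mpeg1 30.7% ± 3.53 and Cx3cr1 66.1% ± 7.07 (SD, n = 3 TPEN libraries), and these genes were chosen after their values were seen. For the decrease with TPEN, a smaller share of these cells, a change of expression within them and a change in which cells were sorted stay open, and no test of the list as a set was made between them.

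The genes of the interferon list had a median log2 fold change of 1.80 in ONC/Ctrl (limma camera adjusted p = 3.3e-21). All 24 tested genes were higher in ONC than in Ctrl and lower in TPEN than in ONC, and 21 of the 24 were upregulated DEGs. With an estimated correlation the adjusted p was 5.2e-04 in ONC/Ctrl and 9.0e-04 in TPEN/ONC, the highest over the alternatives, and with fry it was 1.2e-09 and 6.2e-08. Of the intersecting genes, 11 were on the list (one-sided Fisher's exact test, p = 4.3e-16). No gene was on both this list and the microglia and macrophage list, so that the lists together held 22 of the 149. The lists are short, and Arg1, Saa3, Spp1 and Il1b were intersecting genes on neither of them. The 22 are therefore not a count of every intersecting gene of microglia, macrophages or the interferon response. The real split was 1 of 10 splits with as small a camera p in ONC/Ctrl, the smallest share 10 splits allow, and the next smallest p was 3.5e-06. Quantile normalization left a median of 1.70, and removal of the trends with GC content and length an adjusted p of 1.2e-21, which argues against both as the whole cause. Whether these transcripts came from RGCs, from microglia or macrophages or from other retinal cells cannot be told apart. The levels of the genes in each cell type are not known here. The median of -0.63 in TPEN/ONC (limma camera adjusted p = 3.4e-14) fits any of these sources.

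The zinc list holds Mt1, Mt2 and Slc30a1, and its median log2 fold change in ONC/Ctrl was 1.64 (limma camera adjusted p = 0.00858). The call was lost with an estimated correlation (adjusted p = 0.0631) and held with fry (adjusted p = 5.3e-06), which were the highest and lowest over the alternatives. In ONC/Ctrl, the log2 fold change was 2.94 for Mt2, 1.64 for Mt1 and 0.063 for Slc30a1. Mt2 was at 1.74 ± 0.0736 RPKM in Ctrl, 14.0 ± 0.902 RPKM in ONC and 10.4 ± 1.49 RPKM in TPEN (SD, n = 3 libraries). The real split was 1 of 10 splits with as small a camera p, the smallest share 10 splits allow, and the next smallest p was 0.0428. Quantile normalization left a median of 1.57, and removal of the trends with GC content and length an adjusted p of 0.00698. Less zinc for zinc-responsive transcription predicts that the 3 genes fall in TPEN/ONC. Mt2 fell by 0.42 on the log2 scale (limma adjusted p = 0.0289) and Mt1 by 0.32 (limma adjusted p = 0.590), while the log2 fold change of Slc30a1 was 0.12 (standard error 0.082, limma adjusted p = 0.456). Less zinc and no change of zinc cannot be told apart from 3 genes that went both ways. A response of Mt1 and Mt2 to the injury apart from zinc stays open and was not tested.

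The genes of the cone list were higher in TPEN than in ONC, with a median log2 fold change of 0.78 (limma camera adjusted p = 2.8e-13). The call held over all alternatives, with adjusted p from 2.6e-18 to 0.00128. In ONC/Ctrl the median was -0.18 (adjusted p = 0.0279), a call that was lost with fry (0.842), with an estimated correlation, with quantile normalization, with voom (added after the data were seen), without Ctrl replicate 2 (0.0553) and without ONC replicate 2 (0.0649), and the adjusted p ranged from 0.0204 to 0.842. Arr3 was at 40.6 ± 0.661 RPKM in Ctrl, 33.3 ± 1.13 RPKM in ONC and 55.4 ± 0.300 RPKM in TPEN (SD, n = 3 libraries). The real split in TPEN/ONC was 1 of 10 splits with as small a camera p, the smallest share 10 splits allow, and the next smallest p was 0.00189. Quantile normalization left a median of 0.78, and removal of the trends with GC content and length an adjusted p of 1.3e-13. A lower share of rod RNA predicts a fall of the rod list, whose median was 0.031 in TPEN/ONC. A larger share of cone RNA among the sorted cells is not excluded, but the 8 of the 9 genes that were upregulated DEGs restate the pattern, and such a share cannot be told apart from an effect of TPEN on expression in cones. The exception was Gnb3, with log2 fold changes of 1.67 in ONC/Ctrl and -0.22 in TPEN/ONC.

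A group of 10 predicted genes, Gm10717, Gm10718, Gm10719, Gm10721, Gm10722, Gm10800, Gm10801, Gm11168, Gm21738 and Gm26870, was chosen after the values were seen. Their median log2 fold change in ONC/Ctrl was 2.19, from 1.89 to 2.78, and all 10 were intersecting genes. In TPEN/ONC the median was -4.37, or -4.33 with Gm10721 at its bound, so that the levels with TPEN fell below those of Ctrl and did not only return to them. In all 10, every ONC library was higher than every Ctrl library and every TPEN library was lower than every ONC and every Ctrl library. In each comparison of 3 libraries with 3, chance gives no overlap, in either direction, for 10% of genes. Gm10800, the most abundant, was at 70.2 ± 1.27 RPKM in Ctrl, 346 ± 20.2 RPKM in ONC and 17.3 ± 0.814 RPKM in TPEN (SD, n = 3 libraries). The genes lie on chromosomes 2, 9 and 14. Reads shared between near-identical copies may make the genes move together, since the transcripts of 7 of the other 9 aligned to that of Gm10800 at an identity of at least 90%, and the lowest identity was 89.2%. The 10 genes are then closer to 1 measurement than to 10. Transcription of the repeat and DNA left in the RNA stay open, and neither was tested.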

How the results depend on the processing

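Where an alternative used fewer or more genes, or fewer libraries, the change follows from its construction at least in part, and for the other changes the cause was not tested. Voom and the removal of the trends with GC content and gene length were chosen only after the data were seen. No pairing of the libraries by replicate number was seen. The correlations of libraries with the same number, after the group means were taken off, lay between -0.062 and 0.027. Those of libraries with different numbers lay between -0.037 and 0.051. Such values do not exclude that libraries with the same number were prepared together, which the paper's text does not state.

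The numbers of DEGs depended on the threshold. With a fold change of at least 2, 354 genes were upregulated and 8 downregulated in ONC/Ctrl, 19 and 89 in TPEN/ONC and 223 and 20 in TPEN/Ctrl, with 83 intersecting genes and 1 gene in the opposite direction. In the test against a fold change of 1.5, the numbers were 297 and 0 in ONC/Ctrl (20 lower at an unadjusted p under 0.05), 7 and 40 in TPEN/ONC and 148 and 11 in TPEN/Ctrl, with 39 intersecting genes and 0 in the opposite direction (2 at an unadjusted p under 0.05). With an unadjusted p under 0.05, 181 genes were upregulated in TPEN/ONC, 107 downregulated in TPEN/Ctrl and 29 intersecting in the opposite direction. Without the filter on low genes, 15228 genes were tested, 943 were upregulated in ONC/Ctrl, 281 downregulated in TPEN/ONC and 262 intersecting, all 149 genes among them. With a mean of at least 1 RPKM, 12143 genes were tested, 105 were downregulated in TPEN/ONC and 93 intersecting. With a pseudocount of 1, 31 genes were downregulated in ONC/Ctrl, 39 upregulated in TPEN/ONC, 247 upregulated and 34 downregulated in TPEN/Ctrl and 2 intersecting in the opposite direction. Quantile normalization gave 194 downregulated genes in ONC/Ctrl, 103 in TPEN/Ctrl and 25 intersecting in the opposite direction, moved the median of all genes in ONC/Ctrl from 0.017 to -0.033, and shared 143 of the 149 intersecting genes. Voom gave 22 in the opposite direction and shared 148 of the 149. With the replicate block, 130 genes were intersecting, 127 of them among the 149.

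When one library was left out, the genes downregulated in TPEN/ONC numbered from 104 (without ONC replicate 1) to 180, and the intersecting genes from 95 (without ONC replicate 1) to 162, with 98 without ONC replicate 2. The other numbers of DEGs stayed within 1.5 times their value in these 9 fits.

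Fisher's exact test of the ISR list among the intersecting genes gave p = 0.248 with a mean of at least 1 RPKM, p = 0.0664 with the replicate block, p = 1 in the test against a fold change of 1.5 and p = 1 without the genes of Figure 7C, where the outcome was fixed because the paper shows those genes as intersecting. The exact p ranged from 0.0154 to 1 when one library was left out, with p = 1 without any of the 3 ONC replicates, 0.320 without TPEN replicate 1, 0.0656 without TPEN replicate 2, 0.0820 without Ctrl replicate 1 and 0.0829 without Ctrl replicate 2. It stayed under 0.05 with the other alternatives. The set test of the ISR list kept its direction and an adjusted p under 0.05 in both comparisons under all alternatives, with a highest adjusted p of 0.00389 in ONC/Ctrl and 0.00568 in TPEN/ONC. The exact permutation p of Eif2ak3 ranged from 0.0464 (without TPEN replicate 1) to 0.2 when one library was left out. That of Eif2ak2 was 0.00357 in each of these fits.

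For single genes, 60 results were recomputed. Under alternatives other than leaving out a library, 10 changed, 4 weaker, 2 stronger and 4 reversed. When one library was left out, 18 changed, 9 weaker, 2 stronger and 7 reversed. The reversed log2 fold changes were close to 0. In TPEN/ONC, Atf4 was 0.022 with quantile normalization and 0.035 with the trends with GC content and length removed, and from -0.016 to 0.00042 when one library was left out (positive without TPEN replicate 1). Eif2ak1 ranged from -0.098 to 0.019 (positive without ONC replicate 3 or TPEN replicate 1), and Eif2s1 from -0.093 to 0.020 (positive without TPEN replicate 2). Yme1l1 was -0.030 with the trends removed and from -0.00053 (without TPEN replicate 3) to 0.049 in the fits without one library. In ONC/Ctrl, Eif2ak3 was -0.0080 with quantile normalization. Oma1 ranged from -0.0052 (without Ctrl replicate 1) to 0.23, Yme1l1 from -0.060 to 0.021 (positive without Ctrl replicate 1, Ctrl replicate 2 or ONC replicate 1) and 0.046 with the trends removed, and Tubb3 from -0.11 to 0.085 (positive without Ctrl replicate 3 or ONC replicate 1).

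For the gene lists other than ISR, 26 results were recomputed. Under alternatives other than leaving out a library, 14 changed, 5 weaker, 7 stronger and 2 reversed. When one library was left out, 7 changed, 2 weaker, 4 stronger and 1 reversed. Without the filter on low genes, the direction reversed in ONC/Ctrl for the RGC list (adjusted p = 0.869, from 0.0742 to 0.907 over the alternatives) and for the endothelial cell and pericyte list (adjusted p = 0.954, from 0.0803 to 0.954). The latter reversed in TPEN/ONC without TPEN replicate 2 (adjusted p = 0.971), where leaving out one library gave 0.736 to 0.971 and the alternatives 0.416 to 1.00.

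A simulated change of 1.5-fold, the size of the threshold itself, was called for 17 of 50 genes, so genes not called here can have changed by that much. In the simulated data, 6 of 8 changed genes with a mean under 1 RPKM and 127 of 133 with a higher mean were called when the change was at least 2-fold. The alternatives planned for read counts (size factors, upper-quartile factors, an exact test on counts and normalized counts for Eif2ak1 to Eif2ak4) were planned for deposited counts and were not run. The deposited values are RPKM, and the whole reads worked out from them were tested with voom.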

Differences from the paper's values

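At an adjusted p under 0.05 and a fold change of at least 1.5, 149 genes were intersecting, against about 410 in the paper (Fig. 7B, read by eye). None of the alternatives set before the data were examined came within 1.5 times the paper's value. The highest was 262, without the filter on low genes, and an unadjusted p under 0.05 gave 197. Voom, chosen after seeing the values, gave 196.

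The genes downregulated in TPEN/ONC and not upregulated in ONC/Ctrl numbered 15, against about 70 in the paper (Fig. 7B, read by eye). Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 48, which is within 1.5 times the paper's value. The others gave 1 to 21.

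In the authors' deposited comparisons, an unadjusted p under 0.05 and a fold change of at least 1.5 gave 407 intersecting genes, 636 genes upregulated only in ONC/Ctrl and 70 downregulated only in TPEN/ONC, and these counts are those of the authors' calls. An FDR under 0.05 gave 340, 610 and 26. Of the 407 genes, 147 were among the 149 found here, and 198 were below the filter on low genes.

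The paper shows Slc7a11 among the intersecting genes (Fig. 7C). Here its level was below the filter on low genes, and it was not tested. Without the filter, set as an alternative before the data were examined, Slc7a11 was intersecting, with log2 fold changes of 1.00 and -0.73. In the deposited comparisons its FDR was 4.3e-06 in ONC/Ctrl and 5.7e-04 in TPEN/ONC.

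The paper also shows Tnf among the intersecting genes (Fig. 7C). Here the limma adjusted p of its decrease in TPEN/ONC was 0.138. Tnf was intersecting at an unadjusted p under 0.05, with a pseudocount of 1 (adjusted p = 0.0162), without Ctrl replicate 3 (adjusted p = 0.0192) and with the 6 libraries compared (adjusted p = 0.0336), and with voom (adjusted p = 0.0184), which was chosen after seeing the values. The adjusted p ranged from 0.0162 to 0.296 over the alternatives. In the deposited comparisons its FDR in TPEN/ONC was 0.00346.

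The paper's text states that the transcript level of Atf4 did not change with TPEN, and the log2 fold change in TPEN/ONC here, -0.0074, does not differ from that statement. The paper cites Fig. 7C, among other panels, for that statement. The figure shows Atf4 beside ISR genes of the intersecting DEGs, but the paper's text does not call Atf4 an intersecting gene. Here Atf4 was below a fold change of 1.5 in ONC/Ctrl (log2 fold change 0.23), and it was intersecting under none of the alternatives. In the deposited comparisons its log2 fold changes were 0.21 and 0.0055.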

Other observations

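The comparisons with other splits of the libraries and the tests of an explanation were chosen only after the result was seen. The simulated libraries, the lists and their set tests were not.

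Other splits of the libraries were compared with the real groups. The real split gave 724 DEGs in ONC/Ctrl, 275 in TPEN/ONC and 530 in TPEN/Ctrl, and was 1 of 10 splits of the 6 libraries with as many in each comparison. The other splits gave at most 0, 1 and 0 DEGs. For the set test of the ISR list, the real split was also 1 of 10 with as small a camera p in ONC/Ctrl and in TPEN/ONC, and the next smallest p was 8.3e-05 and 9.7e-04. With 10 splits a share under 0.1 cannot be reached. Of 100 splits of the 9 libraries into 3 groups of 3, 1 gave as many intersecting genes, the real one, and the next highest number was 33. In the same 100 splits, 1 gave as small a Fisher's exact p for the ISR list, the real one, and p was 1 in the others, which had few intersecting genes.

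The number of intersecting genes was tested against a pair of technical explanations. The ONC libraries enter both comparisons, but simulated libraries in which TPEN equaled ONC gave a mean of 0.02 intersecting genes. With the trends with GC content and gene length removed from each library, 137 genes were intersecting, 134 of them among the 149. These values argue against independent noise of the ONC libraries and against the trends as the whole cause. The simulated noise was independent between libraries, so a deviation that all ONC libraries share stays open.

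Eif2ak2 changed within the range of the interferon list, which does not hold it. Its log2 fold change of 1.98 in ONC/Ctrl lay between 0.33 and 3.07, with a smaller change in 13 of the 24 genes, and its -0.81 in TPEN/ONC lay between -1.63 and -0.16, with a smaller change in 16 genes. A part in the interferon response is a candidate explanation for the change of Eif2ak2, since 21 of the 24 genes of the list were upregulated DEGs in ONC/Ctrl. Whether the transcripts of Eif2ak2 came from RGCs, from microglia or macrophages or from other retinal cells cannot be told apart. The level of the gene in each cell type is not known here. The 42.5% of its rise that Eif2ak2 kept with TPEN lay between those kept by Itgam and Ctss of the microglia and macrophage list.

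Rod transcripts were among the most abundant in all 3 groups. The 14 genes of the rod list ranked from 2 to 161 of 15228 by mean RPKM, 11 of them among the first 100, and took 9.19% of the reads in Ctrl, 8.16% in ONC and 8.59% in TPEN. Gnat1 was at 11522 RPKM in Ctrl, 9802 RPKM in ONC and 10601 RPKM in TPEN. The ranks of all 14 genes argue against libraries that held only RNA of RGCs. Whether the rod transcripts came from rod cells or from free RNA cannot be told from the ranks. The paper checked its sorted cells by immunofluorescence for the RBPMS protein, and its text gives no share of stained cells. The rod list had a median log2 fold change of -0.14 in ONC/Ctrl (limma camera adjusted p = 5.4e-07) and 0.031 in TPEN/ONC (adjusted p = 0.0765). Among markers of RGCs, Rbpms ranked 13805, at 0.605 ± 0.0992 RPKM in Ctrl, 0.393 ± 0.0451 RPKM in ONC and 0.319 ± 0.113 RPKM in TPEN (SD, n = 3 libraries), Tubb3 ranked 7783 and Nefl 153. Thy1, the gene of the marker used to sort RGCs, was at 4.74 ± 0.208 RPKM in Ctrl, 5.35 ± 0.161 RPKM in ONC and 7.12 ± 0.443 RPKM in TPEN (SD, n = 3).

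Between the libraries of a group, the variance of genes with 20 to 100 reads was 2.16 to 2.43 times that of sampling of single reads. Counting both reads of a fragment may account for such a multiple, since among genes with 1 to 40 reads in a library 59.3% to 63.3% of the read numbers were even, against 48.3% to 51.5% among those with more than 1000 reads. Read numbers worked out from RPKM are then up to 2 per fragment, and the floor of 3 reads stands for fewer fragments. The fold changes given as lower bounds against that floor are then too high. Relative to the multiple at few reads, the genes with 2000 to 20000 reads still varied 1.11 times as much between Ctrl replicates 1 and 2 and 1.08 times as much between ONC replicates 1 and 2, against 1.37 to 3.08 times for the other 7 pairs. The paper's text does not state whether these libraries came from separate mice. The p-values treat all 9 libraries as independent, and they are too small if any of them share mice. No biological explanation was tested.

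The other lists were tested as sets in the same way. The axotomy list had a median log2 fold change of 0.50 in ONC/Ctrl (limma camera adjusted p = 5.0e-10) and -0.26 in TPEN/ONC (adjusted p = 9.8e-06), and both calls held with an estimated correlation and with fry. The list of the mitochondrial unfolded protein response had 0.069 (adjusted p = 0.0560) and -0.13 (adjusted p = 0.00303). Its adjusted p in ONC/Ctrl was 0.0475 without ONC replicate 1, 0.0414 without TPEN replicate 3 and 0.0419 with the 6 libraries compared, within a range from 6.9e-04 to 0.110 over the alternatives, and its decrease held with an estimated correlation and with fry. The bipolar list had -0.15 (adjusted p = 0.00858) and 0.14 (adjusted p = 0.00926), and both calls held with fry but not with an estimated correlation. The latter was also lost without TPEN replicate 1 (adjusted p = 0.0583), where the adjusted p ranged from 0.00416 to 0.108 over the alternatives. The Müller glia list had 0.16 (adjusted p = 0.269) and -0.13 (adjusted p = 0.0231), and the latter held with fry but not with an estimated correlation. The amacrine list had -0.027 (adjusted p = 0.490) and 0.061 (adjusted p = 0.0765), the RGC list 0.0090 (adjusted p = 0.722) and -0.27 (adjusted p = 0.0765), the astrocyte list 0.26 (adjusted p = 0.0837) and -0.23 (adjusted p = 0.149), and the endothelial cell and pericyte list 0.087 (adjusted p = 0.592) and -0.072 (adjusted p = 0.834). In TPEN/ONC, the amacrine list passed the threshold without ONC replicate 1 (0.0409) and without TPEN replicate 3 (0.0495), the RGC list without ONC replicate 3 (0.0471) and the rod list without Ctrl replicate 3 (0.0459). The amacrine list also passed it with a mean of at least 1 RPKM (0.0167) and with voom (0.0373), and the rod list with voom (0.0188) and with the trends with GC content and length removed (0.00698), and the astrocyte list passed it in ONC/Ctrl with voom (0.0402). Over the alternatives, the adjusted p ranged from 0.00373 to 0.162 for the amacrine list, from 0.00674 to 0.128 for the RGC list and from 0.00256 to 0.169 for the rod list in TPEN/ONC, and from 1.7e-06 to 0.183 for the astrocyte list in ONC/Ctrl. With fry, the adjusted p was also under 0.05 for the lists of the mitochondrial unfolded protein response, Müller glia and astrocyte in ONC/Ctrl, and for the amacrine, RGC, astrocyte and rod lists in TPEN/ONC. The zinc list had an adjusted p of 0.444 in TPEN/ONC. The neutrophil list had 1 gene listed, Csf3r, with log2 fold changes of 2.04 in ONC/Ctrl and -1.35 in TPEN/ONC. The T cell list had 0 genes listed, and the fibroblast list 1 gene listed and 0 tested.

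Oma1, Dap3, Opa1, Yme1l1, Dnm1l and Eif2s1, the genes of proteins that the paper measured or discussed, were not DEGs in ONC/Ctrl, TPEN/ONC or TPEN/Ctrl. Oma1 was at 3.85 ± 0.640 RPKM in Ctrl, 4.20 ± 0.365 RPKM in ONC and 3.52 ± 0.235 RPKM in TPEN (SD, n = 3 libraries), with log2 fold changes of 0.13 in ONC/Ctrl (limma adjusted p = 0.515) and -0.25 in TPEN/ONC. B3gat1, the gene of CD57, had a log2 fold change of -0.33 in ONC/Ctrl (limma adjusted p = 0.0421, from 0.0200 to 0.118 over the alternatives), and the adjusted p rose above 0.05 in 8 of the 9 fits that left out one library, all but that without Ctrl replicate 2. B3gat1 overlaps the listed gene Glb1l2 and Dap3 overlaps Ash1l, so their reads are uncertain.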
